# Integrative Genomic Signatures Of Hepatocellular Carcinoma Derived from Nonalcoholic Fatty Liver Disease

**DOI:** 10.1371/journal.pone.0124544

**Published:** 2015-05-20

**Authors:** Itziar Frades, Erik Andreasson, Jose Maria Mato, Erik Alexandersson, Rune Matthiesen, Mª Luz Martínez-Chantar

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is a risk factor for Hepatocellular carcinoma (HCC), but he transition from NAFLD to HCC is poorly understood. Feature selection algorithms in human and genetically modified mice NAFLD and HCC microarray data were applied to generate signatures of NAFLD progression and HCC differential survival. These signatures were used to study the pathogenesis of NAFLD derived HCC and explore which subtypes of cancers that can be investigated using mouse models. Our findings show that: (I) HNF4 is a common potential transcription factor mediating the transcription of NAFLD progression genes (II) mice HCC derived from NAFLD co-cluster with a less aggressive human HCC subtype of differential prognosis and mixed etiology (III) the HCC survival signature is able to correctly classify 95% of the samples and gives Fgf20 and Tgfb1i1 as the most robust genes for prediction (IV) the expression values of genes composing the signature in an independent human HCC dataset revealed different HCC subtypes showing differences in survival time by a Logrank test. In summary, we present marker signatures for NAFLD derived HCC molecular pathogenesis both at the gene and pathway level.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is a condition where fat deposits in the liver. NAFLD refers to a wide spectrum of liver diseases such as fatty liver (steatosis) and inflammation derived nonalcoholic steatohepatitis (NASH). This condition can advance to fibrosis and cirrhosis producing a progressive, irreversible liver scarring that in the 15% of the cases progress into a liver hepatocellular carcinoma (HCC)[1]. The factors implicated in this progression are poorly understood.

NAFLD is believed to be the hepatic manifestation of the metabolic syndrome, which includes central obesity, insulin resistance, dyslipidemia and hypertension [1]. The two-hit hypothesis [2] states that in a first hit an imbalance in fatty acid metabolism occurs producing the hepatic triglyceride accumulation (steatosis). The second hit results from efforts to compensate for altered lipid homeostasis and consist of oxidative/metabolic stress and deregulated cytokine production. In addition, Jou et al. [1] have proposed a third fibroinflammatory repair hit due to overwhelmed hepatocyte survival mechanisms and increased hepatocyte death rates. This drives progression from NASH to cirrhosis as these regenerative responses activate the hepatic stellate cells to myofibroblasts that cause liver fibrosis. Regenerative responses are responsible for the expansion of the hepatic progenitor populations that produce chemoattractants to recruit various types of immune cells into the liver.

Steatosis and NASH develop as a result of excessive pro-inflammatory factors. The etiology of NASH has a necro-inflammatory component modulated by interactions among various factors that regulate the biological activity of TNFα. Faced with excessive TNFα and fatty acids hepatocytes store lipids and activate NF-κB within hepatocytes. Hepatocyte oxidative stress and eventual apoptosis is promoted by the local increase in TNFα which also recruits inflammatory cells from the immune system into the liver signifying the emergence of NASH [3]. In 25% of the cases there is a progression from NASH to cirrhosis where leptin inducible factors that regulate the activity of profibrogenic cytokines, such as TGF-β, dictate the extent of fibrosis that occurs during liver injury [3]. When tissue homeostasis is chronically perturbed, interactions between innate and adaptive immune cells can be disturbed. Then cells from the innate immune system immediately release soluble mediators, such as cytokines, chemokines, matrix remodeling proteases and reactive oxygen species. These are factors that induce mobilization and infiltration of additional leukocytes into damaged tissue resulting in a chronic inflammation [4]. This results in excessive tissue remodeling, loss of its architecture due to tissue destruction, protein and DNA alterations due to oxidative stress and under some circumstances, increased risk of cancer development [3]. See S1 Table in S1 File for a review of the most established biological processes and biomarkers for NAFLD.

HCC is the fifth most common cancer in the world. The variability in the prognosis of individuals with HCC suggests that HCC may comprise several distinct phenotypes [5]. These phenotypes may result from the activation of different oncogenic pathways during tumorigenesis as the development of an oncogenic state is a complex process involving the accumulation of multiple independent mutations that lead to deregulation of cell signaling pathways central to the control of cell growth and cell fate [6]. Hepatitis B (HBV), hepatitis C virus (HCV) [7], smoking [8], reproductive and hormonal factors [9], liver cirrhosis [10], primary biliary cirrhosis [11], diabetes [12], NAFLD [13] and the metabolic syndrome [14], alcohol intake [15] and overweight and obesity [16] are causes of HCC.

The glycine N-methyltransferase knockout (GNMT KO) [17] and the methionine adenosyl transferase knockout (MAT1A KO) mouse models develop NAFLD stages. These models have altered the *S*-adenosyl methionine (SAMe) production. SAMe is a cofactor involved in methyl group transfers, process which is involved in the epigenetic silencing of gene expression by methylating promoter regions [18]. The MAT1A KO suffer from lack of SAMe [19] while the GNMT KO has an excess of SAMe leading to aberrant methylation patterning of the DNA that results in liver disease phenotype [18].

For medical diagnostics, a major task is to find a set of genes correlated with given phenotypes designated as signatures [20]. These signatures may reveal insights to biological processes and may be used to classify new samples. Different genes may be present in different signatures when different training sets of samples and different statistical tools are used. This is because many genes have correlated expression, especially the genes involved in the same biological process [21]. Reproducibility in gene signatures identified in different datasets is rare [22]. Therefore a major challenge for application of gene expression profiling is stability of the signature.

Robust signatures can be found using feature selection techniques meaning a selection of a subset of features which values maximize the classification performance. Therefore feature selection is a combinatorial optimization problem used to reduce the dimensionality in classification tasks. Reducing the dimensionality of the data by deleting unsuitable attributes improves the speed and also the performance of the learning algorithms that ultimately will be used for classification. Feature selection process has two main steps: search and evaluation of subsets of features.

In this study, a representative set of feature selection methods were adapted and implemented for microarray data. In order to build the feature selection models we adapted different search strategies including sequential methods and intensive search algorithms such as those based on evolutionary approaches (S1-S3 Figs. in S1 File). We also used various kinds of supervised evaluation criteria based on induction algorithms and supervised clustering. Resampling techniques were used to assess both an approximately unbiased evaluation criteria and the stability of the feature selection models. This resulted in running the feature selection methods on different random partitions of the input data and then, an ensemble solution based on frequency aggregation of the resulting subsets was generated [23] in order to improve the stability while avoiding overfitting.

By applying these feature selection algorithms in human and genetically modified mice HCC and NAFLD two kinds of robust signatures in form of pathways and genes were defined. The first type, NAFLD progression signatures are common for human and mice and hold the mechanisms of disease progression. The second kind is a signature of HCC survival containing the molecular features that discriminate individuals of a poor from a good prognosis.

## Materials and Methods

### Samples, microarray platforms and GEO accession numbers

RNA samples for microarray experiments of GNMT KO mouse were extracted at 3 and 8 month time when they were histologically determined to develop NASH and HCC respectively and samples from MAT1A KO mouse are extracted at 3–8 and 15 month time when they develop steatosis, NASH and HCC. The mice samples were collected specifically for this study. Animals were treated humanely, and all procedures were in compliance with our institution’s guidelines for the use of laboratory animals. The condition of the animals was monitored daily. The animals were anesthetized with 4% of isofluorane and sacrificed by cervical dislocation at the time points indicated above. The liver was frozen and paraffin samples were collected to analyze the status of the liver. The health conditions of the mice were not compromised in this study. Gene expression microarray experiments were done on the Affymetrix GeneChip Mouse Genome 430 2.0 Array and 430A 2.0 Array.

Previously published human samples of steatosis and NASH were used [24]. These were hybridized with the Affymetrix HG-U133_Plus_2.na22 platform. Publicly available human HCC samples from the GEO GSE1898 [5] and GSE364 [25] series with the GPL1528 and GPL257 microarray platforms respectively were used. GSE1898 series has HCC samples for which survival data is available and these were integrated with NAFLD derived HCC from genetically modified mice to create signatures distinguishing HCC subtypes characterized because of having a different prognosis. The survival analysis is based solely on the publicly available human survival data. GSE364 dataset was used as a test set because human HCC survival data is also available. See Table 1 for an overview on the samples, microarray platforms and GEO accession numbers.

**Table 1:** Microarray samples (biological replicates), platforms and GEO accession numbers.

Microarray samples, platforms and GEO accession numbers		*Steatosis*		*NASH*			*HCC*	
		*Samples-biological replicates*	*Platforms*	*samples-biological replicates*		*Platforms*	*samples-biological replicates*	*Platforms and GEO accession numbers*
***Signatures of NAFLD progression***	***Mice***	-5 biological replicates of 3 month MAT1A KO mouse	Affymetrix Mouse430_2.na21 platform		-5 biological replicates of 3 month GNMT KO-5 biological replicates of 8 month MAT1A KO mouse	Affymetrix Mouse430_2.na21 platform	-4 biological replicates of 8 month GNMT KO-5 biological replicates of 15 month MAT1A KO mouse	Affymetrix Mouse430_2.na21 platform
	***human***				-9 human biological replicates	Affymetrix HG-U133_Plus_2.na22 platform		
***Survival signature***	***Mice***						-4 biological replicates of 8 month GNMT KO-5 biological replicates of 15 month MAT1A KO mouse	Affymetrix Mouse430_2.na21 platform
	***human training***						-91 human biological replicates	GPL1528 human microarray platform in GSE1898 series
	***human validation***						-87 human biological replicates	GPL257 human microarray platform in GSE364 series
***Differentially expressed genes in steatosis and NASH***	***human***	-2 human biological replicates	Affymetrix HG-U133_Plus_2.na22 platform		-9 human biological replicates	Affymetrix HG-U133_Plus_2.na22 platform		

We performed a RMA normalization where the log_2_ ratios (M values) of knockout versus wild type or disease vs control were calculated according to [26]. Probes belonging to the same genes were averaged.

The Institutional Animal Care and Use Committee (IACUC) that approved specifically this study were the Bioethical and Animal Welfare Committee of the CIC bioGUNE. Codes: Breeding of MAT1A: P CBG CBBA 1412. Breeding and expansion of GNMT KO: P CBG CBBA 1512. Characterization of mouse lines GNMT and MAT1A KO: P CBG CBBA 2010. The Institutional Review Board that approved this specific study using human samples was the Human Research Review Committee of the Hospital de Alcalá de Henares de Madrid. All subjects gave their signed consent to liver biopsy and to participate in this study.

### Feature selection methodologies

In order to carry out the signature based analysis, a versatile series of feature selection algorithms was adapted and implemented (Table 2). According to the search procedure the multivariate algorithms make use of a genetic algorithm (GA) (S3 Fig in S1 File) that uses an evolutionary approach which applies the evolutionary operators to guide the moves along the space of solutions, as well as three different heuristic sequential methods for feature selection. These include a backward multivariate method with recursive feature elimination (RFE) (S1 Fig in S1 File), a multivariate forward feature selection method called minimum redundancy maximum relevance (MRMR) (S2 Fig in S1 File) [27], an hybrid approach of these last two methods called recursive feature elimination minimum redundancy (RFE_MR) (S1 Fig in S1 File) and the knowledge-driven approaches of this last. Some of these knowledge-driven approaches minimize the correlation among the selected genes (RFE_MinR_MinGO). As a high degree of redundancy can suppose that two genes belong to the same pathway, are coexpressed or are on the same chromosome, other knowledge-driven approaches tackle the redundancy in opposite way, so they maximize correlation (REF_MaxR_MaxGO). The univariate search methods explained in [28] were also adapted resulting in forward feature selection search methods (GS1, GS2 and F-TEST).

**Table 2:** The 26 feature selection methods.

		Search strategies			
		Sequential			Evolutionary approach
		Backward Elimination		Forward feature selection	
**Evaluation criteria**	**Wrapper**	**-5 fold crossvalidation of the specified based classifier**	**RFE-SVM (nr,m)RFE-NB(nr,m)RFE-BN(nr,m)**		
	**Filter-wrapper hybrid**	**-Clustering-distance matrix**	**RFE (nr,m)RFE_MR(r,m)RFE_MinR_MinGO(r,m)REF_MaxR_MaxGo(r,m)**	**MRMR(r,m)**	**GA(nr,m)**
		**-Clustering-distance matrix-10 fold crossvalidation of SVM based classifier**		**GS1(nr, h)GS2(nr, h)F-TEST(nr, h)**	
		**-Clustering-External validity-Clustering choice:FOM**	**RFE_clust_FOM (nr,m)RFE_MR_clust_FOM (r, m)**	**MRMR_clust_FOM (r, m)GS1_clust_FOM (nr,h)GS2_clust_FOM(nr,h)F-TEST_clust_FOM(nr,h)**	**GA_clust_FOM (nr,m)**
		**-Clustering-External validity-Clustering choice:DUNN**	**RFE_clust_ DUNN (nr,m)RFE_MR_clust_ DUNN (r, m)**	**MRMR_clust_ DUNN (r, m)GS1_clust_ DUNN (nr,h)GS2_clust_ DUNN (nr,h)F-TEST_clust_ DUNN(nr,h)**	**GA_clust_ DUNN (nr,m)**

The methods are described in terms of the search and evaluation procedure they use, whether they tackle redundancy (r, redundant; nr, non-redundant), the name feature selection method and whether they are univariate (u), multivariate (m) or a hybrid of these two (h).

### The evaluation of the feature subset was done in three ways in all these search methods:

(1) Operating over the distance matrix that would be ultimately used by a hierarchical clustering algorithm to test the subset of selected features given the classification. The procedure relied on selecting the feature subsets that maximize the inter-cluster distance while minimize the intra-cluster distance using a predetermined classification. (2) Using three supervised induction algorithms to evaluate the selected subsets (Support Vector Machines and two configurations of Naïve Bayes). (3) Based on supervised clustering and external validation: at each iteration the output of an optimal unsupervised clustering algorithm among a representative set of clustering strategies is compared with the dataset’s real partitioning to evaluate the subsets of features. Instead of using a single classification method to perform the evaluation of the subsets, this evaluation procedure chooses the optimal method among a set of clustering procedures. The optimal method was chosen in two ways: the clustering algorithm maximizing the Dunn index (DUNN) or the clustering algorithm minimizing the Figure of Merit (FOM). The set of clustering algorithms include k-means, Diana, sota, pam, clara and average, complete, single and ward linkage criterion for hierarchical clustering and agnes.

Redundancy was measured as the gene average pairwise mutual information or as the average gene ontology (GO) term pairwise similarity in the selected gene subset. The inclusion of the gene GO term pairwise similarity as a redundancy measure to guide the search resulted in knowledge-driven feature selection methodologies (RFE_MinR_MinGO and REF_MaxR_MaxGO).

As recent advances include the development of therapies targeting specific signalling pathways, these feature selection methods were adapted for microarray analysis by classifying disease based not only on the activity of individual genes but also on the deregulated over-represented signalling pathways to obtain further biological insight. We identified KEGG pathway maps enriched in each of the subset of genes resulting from the five-fold crossvalidation procedure whose combined expression delivers optimal discriminative power for the class variable, obtaining the overrepresented deregulated pathways that distinguish the different conditions. These pathways are deregulated because it was applied a preprocessing step where only those genes that were deregulated in a 20% of samples were selected, while significant over representations of genes in functional categories were defined based on the hypergemetric test.

Linear lowpass filtering also called smoothing data of time series was applied as a preprocessing step where the expression values were decomposed into random variation, cyclic variation and trend component. This preprocessing step aimed at stabilizing the feature selection algorithms and consisted in using the trend component to feed the feature selection algorithms removing random and cyclic variation. This approach also tried to avoid over-fitting of the classifiers.

Two further approaches were taken to avoid overfitting: the use of both adequate evaluation criteria and stable and robust feature selection models. Resampling techniques were used to estimate the approximately unbiased classification performance and assess the robustness or stability of the feature selection technique, indicating how sensitive the output of a feature selection method is to random perturbations in the input data [29]–[30]. This made possible to define the stability of selected feature subsets, individual features (genes) and over-represented deregulated pathways.

Five-fold crossvalidation scheme was used because it preserves a reduced bias in comparison with resubstitution, it estimates the error with lower variance and uses less computational time compared to the leave-one-out crossvalidation [29]. The feature selection process is external in training the classification rule at each stage of the accuracy estimation procedure. It results in running the feature selection algorithm five times and recording the selected set of features on each run to introduce variability, this way ensuring that the feature selection algorithms start in different locations in the search space and choose different initial subsets to begin the search process from [23] (Fig 1).

**Fig 1:**
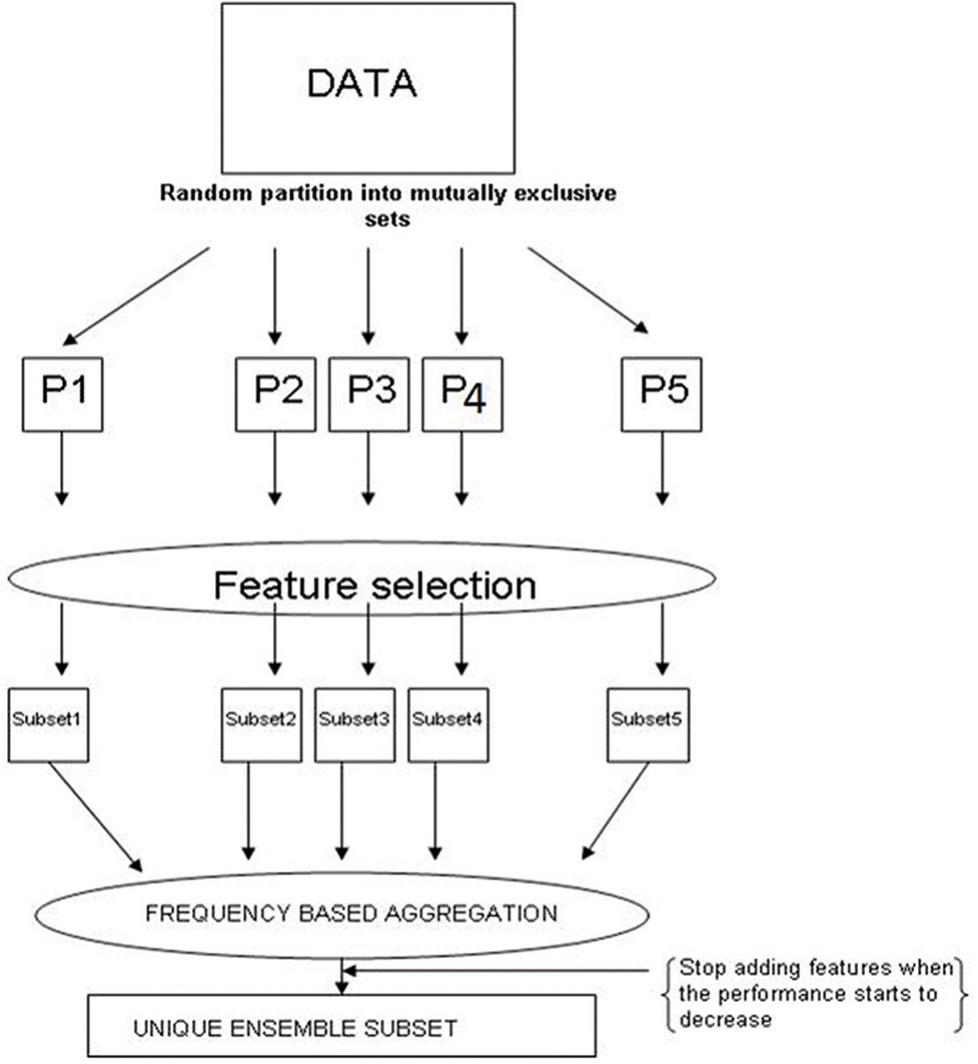
Data partition and aggregation procedures. A random partition of the data into mutually exclusive sets P_1_, P_2_, P_3_, P_4_ and P_5_ is done. Feature selection is performed in each partition. It results in a feature subset for each partition. We perform frequency based aggregation by individually adding the most frequent features from the subsets and stop adding features when the performance of a mining algorithm starts to decrease. It results in a unique ensemble subset.

To assess the stability of a feature selection technique, variation in the distribution of features present in the subsets selected under different partitioning of the training/input data was calculated. The measure used to assess the stability of the selected subsets was the Normalized Average Hamming distance (NAHD) [23, 31] between the five subsets resulting from the five-fold crossvalidation. NAHD measures the average of the minimum number of substitutions required to change one into the other. Another stability indicator is the frequency with which a given gene is selected across subsamples. The frequency of each of the deregulated KEGG pathways showing overrepresentation [32–34] as tested by the hypergeometric test for each of five runs of the selection algorithms was also recorded.

This analysis design where there are five runs of each of the different methods allowed to further explore the produced signatures in each of the algorithms in terms of their gene composition frequency and frequency of the enriched deregulated KEGG pathways. By selecting the minimum amount of genes and overrepresented KEGG pathway which expression patterns maximized the classification performance of the phenotypes in their corresponding classes, each of the feature selection runs in the external five-fold crossvalidation procedure produced a genomic signature of genes and another one of pathways. These expression signatures showed phenotype and sample discrimination capabilities. To provide more robust feature subsets it was made a solution to the instability of the feature selection method based on the frequency aggregation of the five subsets resulting from the five runs of the crossvalidation which is essentially an ensemble solution that can be called rank summation [23]. Finally the same frequency based aggregation procedure to combine the genomic signatures produced by the different methods to further maximize the classification performance and find unique convergent ensemble signatures was applied.

### Clustering analysis

Bootstrap resampling techniques were used to assess the uncertainty in hierarchical cluster analysis by calculating probability values (p-values) for each cluster in the dendrogram that represents the possibility that the cluster is the true cluster. Two types of p-values were available: bootstrap probability (BP) value and approximately unbiased (AU) p-value. In both cases thousands of bootstrap samples were generated by randomly sampling with replacement elements of the data and bootstrap replicates of the dendrogram were obtained by repeatedly applying cluster analysis to them. BP is biased as discussed in [35–39] and multiscale bootstrap resampling was used for the calculation of AUp-value [38, 40–42] which has superiority in bias over BP value calculated by the ordinary bootstrap resampling.

Clusters with AU larger than 95% were highlighted by rectangles, which are strongly supported by data as in a cluster with AU p-value > 95%, the hypothesis that "the cluster does not exist" is rejected with significance level 0.05 (Figs 2, 3 and 4 & S5 and S6 Figs. In S1 Fie).

**Fig 2:**
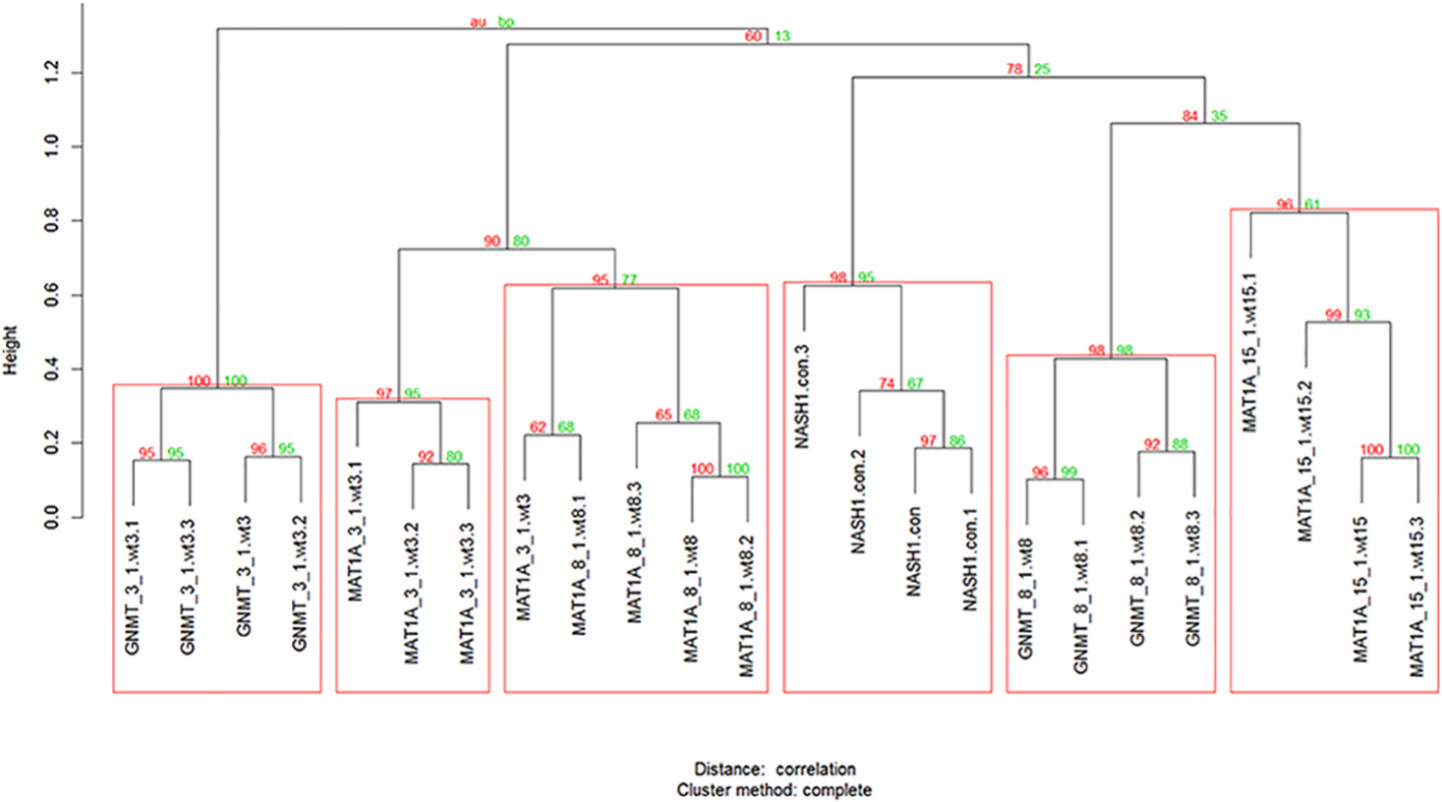
Tree structure where each of the stages of the disease has been clustered in a single cluster using the RFE_clust_Dunn algorithm to select the variables used as input in pvclust [43] used to perform hierarchical clustering.

**Fig 3:**
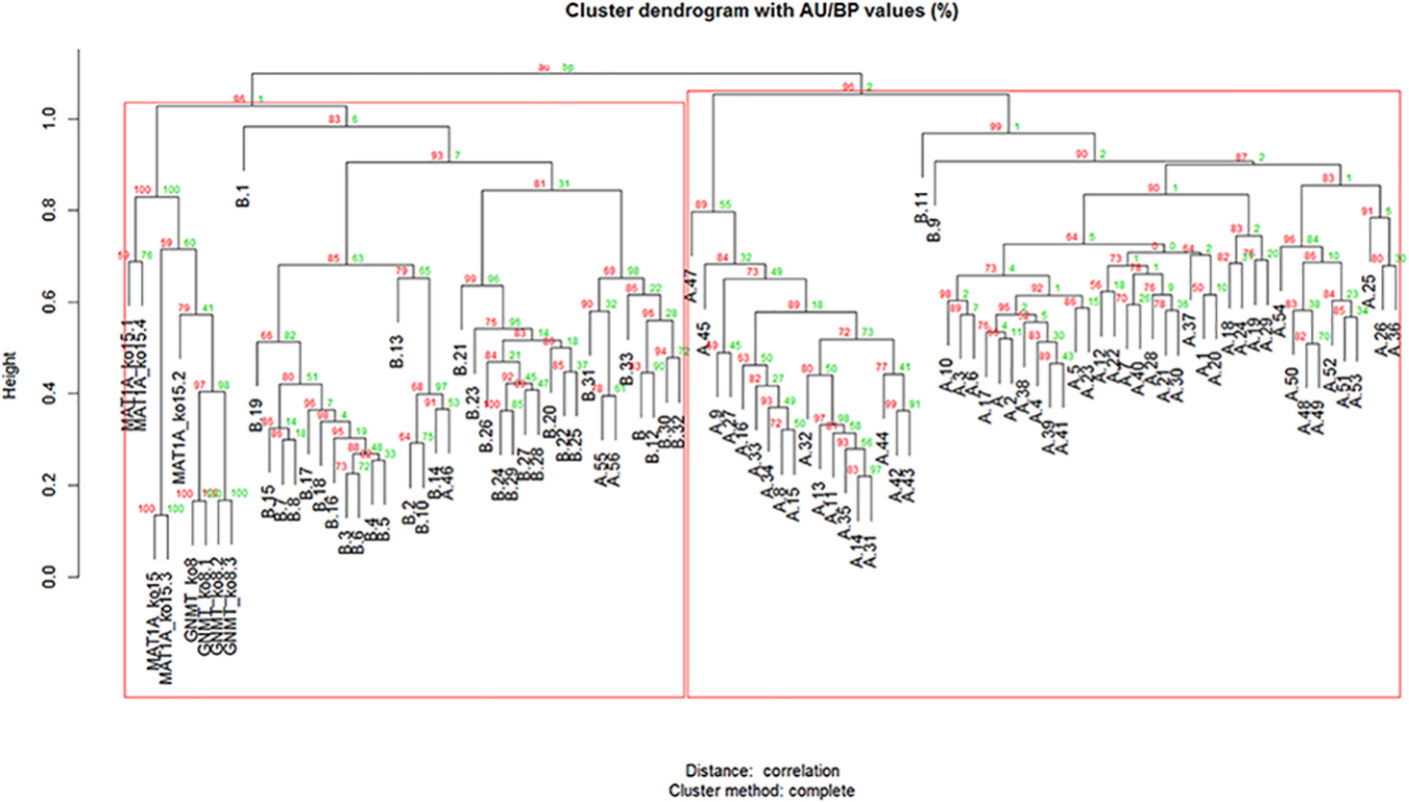
Mouse and human HCC clustering. the gene expression data of the human HCC of mixed etiologies has been integrated with HCC samples from GNMT and MAT1A mouse KO models of HCC derived from NAFLD by selecting the orthologous genes using the homologene database. The integrated data holds 1691 genes obtained from matching the orthologous genes between the genes having at least 9 samples of two fold regulation in the human HCC series, the 15 month MAT1A KO and 8 month GNMT mouse KO models. Using complete hierarchical clustering and Pearson correlation it is possible to distinguish cluster A and B with significant differences of survival length and the mouse models laying together cluster A.

**Fig 4:**
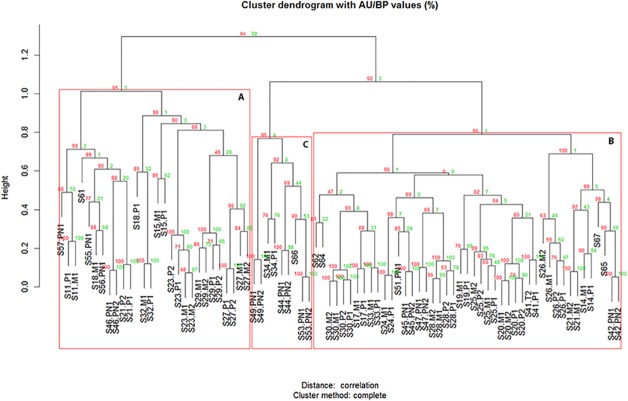
Survival signature common for human and mouse in an independent HCC dataset using complete hierarchical clustering and Pearson correlation as a similarity measure over the expression values of the genes composing renders 3 main clusters (A, C and B) representing HCC subtypes of differential survival.

### Signatures of NAFLD progression

For the signatures of NAFLD progression microarray samples from different stages of the disease from human and mouse were collected to perform a time course analysis. Using a battery of 14 newly adapted feature selection approaches (Table 3) robust signatures of NAFLD progression were defined. Mouse and human data was integrated by selecting the orthologous genes using homologene database [44]. Only genes having twofold regulation or more in 20% of the samples were selected (470 genes).

**Table 3:** 5 fold cross-validation classification performance, stability calculated as the Average Normalized Hamming Distance (ANHD) and number of selected genes in the signatures of NAFLD progression from smoothed and raw data.

Method	5 fold crossvalidation classification performance smoothed data	5 fold crossvalidation classification performance raw data	Genes smoothed data	Genes smoothed data	ANHD smoothed data	ANHD raw data	Ensemble error smoothed data	Ensemble error raw data
**GS1**	0.065±0.009	0.084±0.016	28	39	0	6.577	0.08	0.092
**GS2**	0.070±0.010	0.087±0.019	39	39	0	8.156	0.061	0.093
**F-TEST**	0.077±0.012	0.086±0.019	43	54	0	8.020	0.054	0.095
**RFE**	0.033±0.015	0.043±0.011	28	61	0	3.955	0.054	0.067
**RFE_MR**	0.067±0.009	0.085±0.020	50	373	0	5.065	0.061	0.093
**RFE_SVM**	0.135±0.048	0.232±0.130	11	26	0	0.756	0.144	0.091
**RFE_BN**	0.042±0.044	0.072±0.036	58	84	0	5.678	0.064	0.101
**RFE_NB**	0.217±0.082	0.217±0.061	49	70	0	3.152	0.054	0.051
**GA**	0.027±0.009	0.042±0.007	111	67	0	5.665	0.058	0.058
**MRMR**	0.060±0.020	0.076±0.015	35	371	0	5.140	0.08	0.097
**RFE_MinR_MinGO**	0.070±0.014	0.090±0.021	50	85	0	4.582	0.067	0.092
**REF_MaxR_MaxGo**	0.068±0.026	0.088±0.017	218	93	0	5.658	0.077	0.085

Initially raw expression values were used for the 14 supervised clustering feature selection algorithms (Table 3). Then, to cancel the effect due to random variation and stabilize the algorithms, weighted moving averages a kind of linear lowpass filtering preprocessing was applied (Table 3). Four samples of each of the human and mouse disease stages representing the progressive NAFLD stages were used as a smoothing parameter. These time course profiles were treated as time series and the raw data were replaced by the trend component to feed the feature selection procedures. To generate more robust solutions the signatures produced by the different methods were aggregated by rank summation.

For the genes composing these signatures enrichment of transcription factor binding sites were explored by the OPPOSUM program using a Fisher exact test (p<0.05) [45] (S1 Table in S1 File). The positional gene enrichment analysis using PGE program [46] was used to explore co-localisation of genes in the signatures in the same chromosome band (S4 Fig in S1 File).

### Survival signature for human and mouse

By selecting the orthologous genes using homologene database [44] the mouse KO HCC models data were integrated with 91 samples of human HCC gene expression data [5] where clustering analysis previously revealed two HCC subtypes A and B in the prognosis of the individuals resulting from the activation of different tumorigenic pathways (S5 Fig in S1 File). Clustering analysis of the integrated human and mouse microarray data again showed the two cancer subtypes A and B (Fig 4). Using feature selection methodologies gene expression signatures derived from integrated data were generated. To construct the unique common survival signature for human and mouse 297 differentially expressed genes (DEGs) between cluster A and B were identified (two sample t test; p<0.001). This list of genes was then introduced in five of the feature selection methodologies (GS1, GS2, F-TEST, RFE_SVM and MRMR) (S3 Table in S1 File) and by rank summation [23] of the signatures a unique signature was obtained.

Venn diagrams were defined to capture genes that were differentially expressed in human steatosis and NASH when comparing cases and controls (two-sample t-test; p<0.05). Then we identified the common genes in the prognostic signature present between the differentially expressed genes in human steatosis and NASH.

The signature holding the genes determining statistical differences in survival length was further validated by a Logrank test with an independent human HCC dataset having a HBV etiology and for which survival data was available [25]. Hierarchical clustering analysis on the expression values of the genes composing the signature in the independent dataset was applied to define different HCC subtypes (Fig 4). Survival analysis was done to check whether there were statistical differences in survival length among the subtypes by Logrank test and Kaplan-Meier plots (Fig 6).

## Results and Discussion

In this study a series of newly adapted feature selection approaches was used to define different robust signatures holding the pathways and genes involved in NAFLD progression as well as a signature of differential survival in HCC common for human and mouse.

### Signatures of NAFLD progression hold convergent pathways regulated by HNF

The NAFLD progression signatures were used to study the pathogenesis of NAFLD derived HCC. 

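The deposited data of this study hold 15 Affymetrix arrays of liver from mice 15 months old. Of these, 5 are from wild type liver and 5 from tumors of MAT1A KO mice, which lack the enzyme that makes SAMe in adult liver. The other 5 are from peritumoral liver of MAT1A KO mice, which the paper's text does not report. The GNMT KO samples, the younger MAT1A KO samples and the human samples are not among them, so each value given here is for wild type liver, peritumoral liver or MAT1A KO tumors at 15 months. The authors scanned the arrays with GCOS 1.4 and normalized and summarized them by RMA to log2 values for 22690 probe sets. The medians of the 15 arrays lie between 5.47 and 5.68, and the number of arrays limits the precision. The values of the 20380 probe sets that the annotation pairs with 1 gene symbol were averaged for each of 12393 genes. The files give no genome build and no positions.
Tumors and wild type liver were compared with limma, in a fit of these 2 groups alone, and p-values were adjusted over all genes by the Benjamini-Hochberg method. A gene passed the test at an adjusted p under 0.05. For 49 lists of genes, written before the data were examined from the KEGG pathways that the paper names and from textbook knowledge, fry tested whether the members moved on balance one way, without comparison to other genes, and its p was adjusted over the lists. Camera tested a different question, whether the members moved more than the other genes did. Its p, adjusted over the lists as well, is given with the correlation between genes estimated from the data. Each list also has a score in each array, which is the mean log2 ratio of its members to the wild type mean. These scores were compared by a two-sided exact permutation test, and with 5 arrays against 5 the smallest p it can give is 0.00794.
Some arrays stood apart from their groups. In wild type replicate 4 the granulocyte gene S100a8, named after its values were seen, was at 12.92, where the other wild type arrays lay between 5.92 and 7.29, and the mean correlation with the other wild type arrays was 0.963, where theirs were between 0.981 and 0.984. On the first principal component, with 32.7% of the variance, peritumoral replicate 2 lay at 58.4 and tumor replicate 2 at 60.7, and tumor replicate 5 came next at 25.4. On the second component, with 17.1% of the variance, tumor replicate 5 lay at -61.3, where all other arrays lay between -14.0 and 30.2. The mean correlations of these 3 arrays with their groups were 0.938, 0.929 and 0.931. The labels give no batch or date.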

Gene expression and pathway deregulation signatures with the genes and pathways that can distinguish different disease stages in human and mice were found using as input 471 genes having twofold regulation or more in 20% of the samples. 

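The tumors of the MAT1A KO mice differed from wild type liver in 70 genes, of which 42 rose and 28 fell. Knockout and tumor go together in this comparison, so it cannot tell their effects apart. Mat1a itself fell from 12.53 ± 0.23 in wild type liver to 9.33 ± 1.06 in tumors (log2, SD, n = 5), a log2 ratio of -3.19 (standard error 0.43, adjusted p = 0.0165 from limma). Tumors 2 and 5 stand apart in it, at 10.47 and 10.50, where the other 3 lay between 8.33 and 8.72. Mat1a is measured by 1 probe set, and the files do not say whether this lies in the deleted part of the gene. The largest rise among the genes that passed was that of Bex1, from 3.53 ± 0.42 to 8.71 ± 1.31, a log2 ratio of 5.18 (standard error 0.55, adjusted p = 0.00328). Afp, the fetal liver protein alpha fetoprotein, rose by 3.18 (standard error 0.28, adjusted p = 0.000995) and Prom1, a marker of progenitor cells, by 3.05 (standard error 0.49, adjusted p = 0.0346). Other large rises were those of Ly6d (3.91), the stress response gene Nupr1 (3.80), the carbonyl reductase Cbr3 (3.62), Calml4 (3.48), the serine synthesis enzyme Psat1 (3.20), Ier3 (3.07) and the quinone reductase Nqo1 (2.61), given as log2 ratios. Among the genes that passed, the largest falls after Mat1a were those of the Y-linked gene Eif2s3y (-2.73), Gdf10 (-2.23), Bcl7c (-2.17), the complement component C9 (-2.12), the methionine salvage enzyme Adi1 (-1.93), Ehd3 (-1.35), Masp2 (-1.33), the fatty acid elongase Elovl2 (-1.32) and Nfia (-1.26). Of these genes, Bcl7c and Nqo1 also passed in peritumoral liver of the KO mice against wild type liver, with log2 ratios of -2.18 and 1.42. Mat1a itself did not pass there, at 9.52 ± 1.09 in peritumoral liver. A gene that did not pass there can thus not be taken as unchanged.
Of 28 measured oncofetal and tumor markers, 6 rose, 0 fell and 22 did not pass the test (9 higher and 0 lower when adjusted over the list alone). Their mean log2 ratio was 1.34 (standard error 0.20, adjusted p = 0.00112 from fry, and 0.0469 from camera with an estimated correlation). The score was above every wild type array in 5 of 5 tumors. Among 25 genes of methionine and SAMe metabolism, Mat1a fell and 24 did not pass (0 higher and 4 lower when adjusted over the list alone). This list fell on balance, with a mean log2 ratio of -0.46 (standard error 0.10, adjusted p = 0.0150 from fry, and 0.176 from camera with an estimated correlation). Its adjusted p from fry was 0.0504 without wild type replicate 5.
Each of the 70 genes had all 5 tumors beyond all 5 wild type arrays, as had 628 genes in all (5.07%, where chance gives 0.794%). The paper keeps genes regulated by a factor of 2 in 20% of its human and mouse samples of all stages, among orthologous genes. In the 5 tumors alone, where 20% is 1 sample and the inputs are not those of the paper, 3197 of the 12393 genes had a log2 ratio of at least 1 in size in 1 or more tumors. In all 5 tumors 63 genes had this, 39 of them higher and 15 lower in each. The counts in tumors 1 to 5 were 604, 1517, 656, 481 and 1798, and single wild type arrays 1 to 5 against the other 4 had 85, 74, 101, 649 and 188, so that wild type replicate 4 exceeds tumors 1 and 4 and not all of the 3197 can be ascribed to the tumors. Without wild type replicate 4, tumor 2 and peritumoral replicate 2, which stand apart, an alternative chosen after seeing the data, 569 genes passed, all 70 among them, and without tumor 5 as well, which stands apart too, 1431 passed, again with all 70. When 1 array was left out, the number of changed genes was 319 without wild type replicate 4 and 15, 10, 15 and 14 without wild type replicates 1, 2, 3 and 5, and 27, 136, 116, 23 and 124 without tumors 1 to 5. Bex1, Nupr1, Cbr3, Psat1, Afp, Nqo1, Bcl7c, Masp2 and Nfia passed in each of these fits, and Mat1a missed without any of wild type replicates 1, 2, 3 and 5 (adjusted p up to 0.0682), Gdf10 without replicate 2 (0.0513), and Ehd3 without replicates 2 and 5 (up to 0.0593). Calml4, Prom1, Eif2s3y and C9 missed without wild type replicate 1, 2, 3 or 5 or tumor 1 or 4 (up to 0.140), Ly6d without any of these or tumor 3 (up to 0.149), Ier3 without any array but wild type replicate 4 (up to 0.152) Adi1 without wild type replicate 1, 2 or 3 or tumor 1, 3, 4 or 5 and Elovl2 without wild type replicate 1, 2, 3 or 5 or tumor 1, 2 or 5 (both up to 0.149), and Masp2 and Adi1 missed with their highest probe set alone (0.0630 and 0.211).

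**Figure D1:**
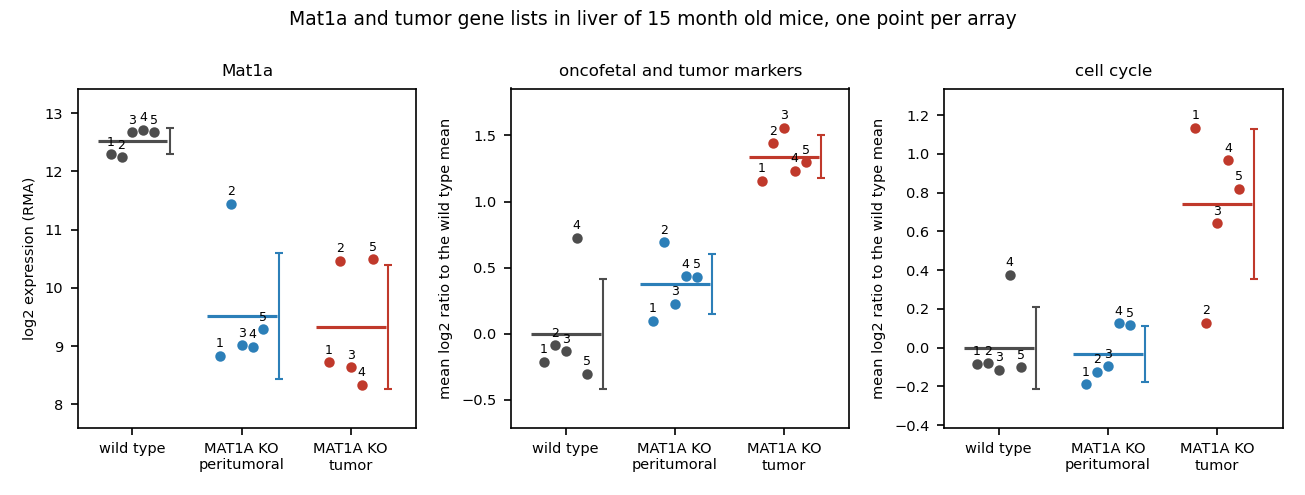
Log2 expression of Mat1a and scores of 2 gene lists in each of 15 arrays, with the replicate number at each point, the group mean as a line and the SD as a bar. Mat1a lies between 8.33 and 10.50 in the tumors and at or above 12.25 in wild type liver.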

The signatures produced by the 14 supervised clustering feature selection algorithms described in material and methods were aggregated to generate more robust solutions (Table 3). Weighted moving averages linear lowpass filtering was also applied to remove random variation from the data and run the feature selection algorithms. The performance, stability and variance of the feature selection procedures developed using raw data and smoothed data were compared (Table 3). It was observed that filtering the expression profiles using weighted moving averages produced a huge positive impact on the stability of all the feature selection methodologies as NAHD was reduced to 0. This preprocessing step also reduced the variance (Table 3).

Using this preprocessed data the 14 supervised clustering and external validation feature selection algorithms were run in order to find signatures which produce the optimal cluster (Fig 2). Both the RFE_clust_Dunn, that maximizes the Dunn index and the GS1_clust_FOM that minimizes the FOM are examples of stable optimal clusters (Fig 2 & S6 Fig in S1 File & S4 Table in S1 File).

The signatures produced by the 14 supervised feature selection methods for raw and smoothed data were aggregated separately and then the resulting pathway signatures were compared with the two feature selection methods which produced the optimal clustering result. It was possible to investigate the functional convergence in these signatures in terms of the overrepresented deregulated pathways whose expression levels can distinguish different disease stages and it was found that the different methods converge in similar functional solutions (Fig 5). The activity of a signaling pathway may currently be best characterized by the expression levels of its target genes. This approach is a simplification as it omits the fact that the expression levels of the components of the pathway are not necessarily affected when a pathway is activated. For example, a mutation or post translational modification of a transcription factor can change the expression levels of its target genes, without affecting the expression levels of the transcription factor itself or other components of the pathway. Below follows a description of the mechanisms that were found to be disregulated (S11-S23 Figs. in S1 File & Fig 5) and to contribute to disease progression in NAFLD [1]:

**Fig 5:**
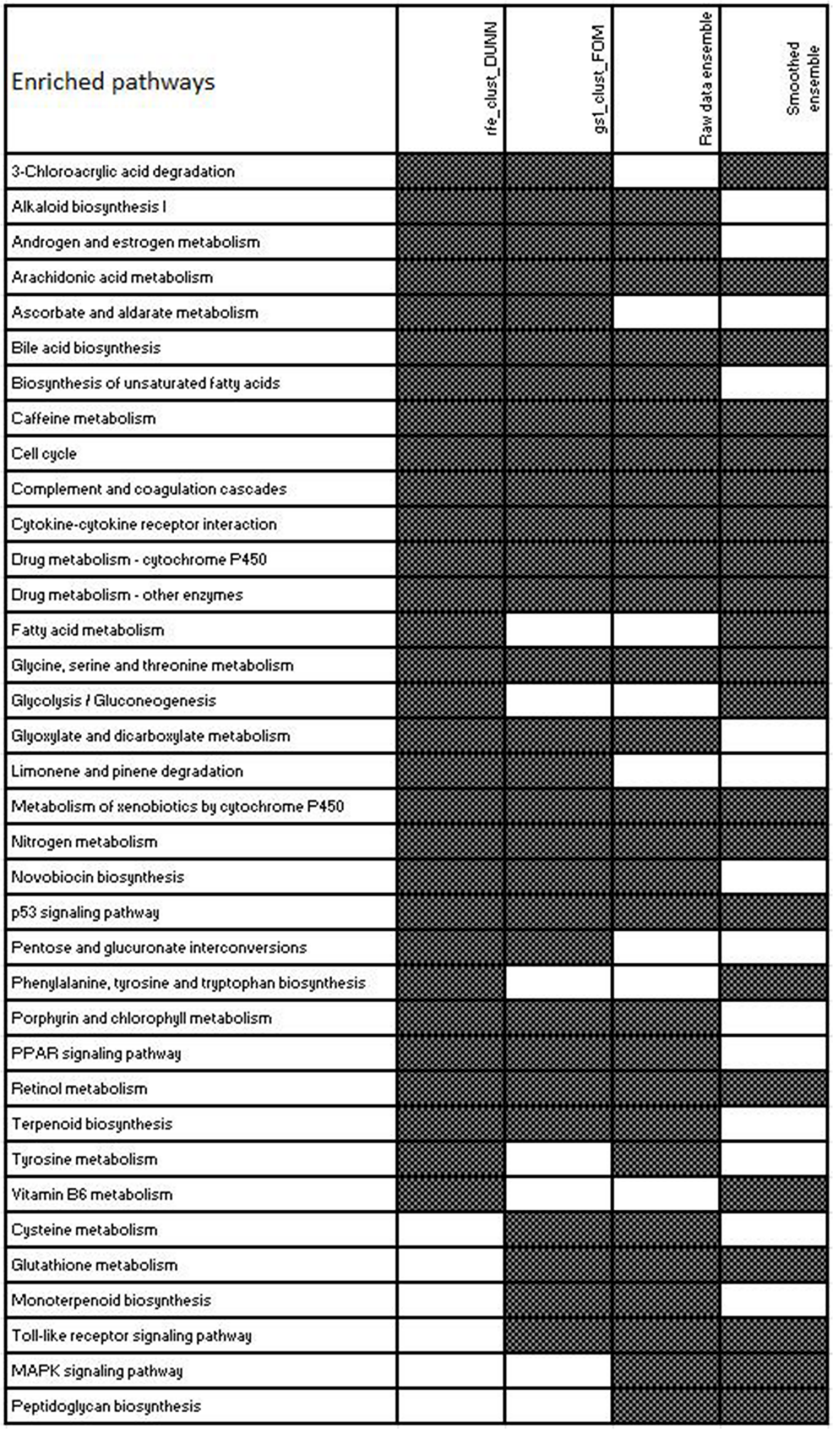
Enriched KEGG pathway signatures selected by the two supervised clustering based feature selection methods which produced the optimal clustering result on smoothed data and the two ensemble signatures derived from 14 feature selection algorithm from raw and smoothed data used to build the signatures of NAFLD progression. KEGG enrichment analysis was performed on the genes selected in the 5 feature selection runs of the external 5 fold crossvalidation procedure and those pathways having a significant p-value (p<0.05) were selected.

### Implications of the adipose tissue in NAFLD pathogenesis and progression

Hepatocyte accumulation of triglyceride is known to be a key component in the development of steatosis and NASH. Hepatic steatosis results from abnormal hepatocyte lipid metabolism that was found to be altered along the disease progression (Fig 5). 

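Among the genes of lipid handling, Fabp4, a fatty acid binding protein of adipocytes and macrophages, rose in the tumors, and Elovl2 and Baat fell. Fabp4 was at 6.37 ± 0.37 in tumors and 4.78 ± 0.53 in wild type liver (log2, SD, n = 5), a log2 ratio of 1.58 (standard error 0.26, adjusted p = 0.0351). Elovl2, which elongates polyunsaturated fatty acids, had a log2 ratio of -1.32 (standard error 0.23, adjusted p = 0.0468), and Baat, which joins bile acids to taurine or glycine, one of -1.11 (standard error 0.20, adjusted p = 0.0468). Of 16 measured genes of lipid droplets and fatty acid uptake, Fabp4 rose, 0 fell and 15 did not pass the test. Adjusted over the list alone 5 were higher and 0 lower, and these were Fabp4 and, named after their values were seen, Plin3, Cidec, Cd36 and Lpl. Lpl, the lipoprotein lipase, had a log2 ratio of 3.39 (standard error 0.86, adjusted p = 0.0975 over all genes), and the fatty acid transporter Cd36 one of 1.26 (standard error 0.39, adjusted p = 0.159). Over this list the mean log2 ratio was 0.54 (standard error 0.21, adjusted p = 0.0890 from fry), and the fry p was 0.0123 without wild type replicate 4 and 0.0451 without tumor 5.
Of 25 genes of unsaturated fatty acid biosynthesis, 0 rose, Elovl2 and Baat fell and 23 did not pass (2 higher and 4 lower when adjusted over the list alone). Their mean log2 ratio was -0.17 (standard error 0.24, adjusted p = 0.410 from fry). Of 26 genes of fatty acid oxidation, 0 passed in limma, with 2 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. They had a mean log2 ratio of -0.28 (standard error 0.22, adjusted p = 0.375 from fry). Acad11 and Cpt2, enzymes of mitochondrial oxidation, had the smallest p, with log2 ratios of -0.96 (standard error 0.32, adjusted p = 0.179) and -0.74 (standard error 0.27, adjusted p = 0.202). Lipogenesis, with 18 measured genes, had 0 that passed in limma, 1 higher and 4 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and a mean log2 ratio of -0.22 (standard error 0.33, adjusted p = 0.513 from fry). Its smallest p were those of Dgat1, with a log2 ratio of 0.36 (adjusted p = 0.171), and Acacb, with -1.09 (adjusted p = 0.196). Fabp4 lost its call without wild type replicate 1, 2, 3 or 5 or tumor 1 or 4 (adjusted p up to 0.129), Elovl2 without wild type replicate 1, 2, 3 or 5 or tumor 1, 2 or 5, and Baat without wild type replicate 1, 2, 3 or 5 or tumor 1, 2 or 4 (both up to 0.149).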

Triglyceride storage itself is not hepatotoxic, but it is a marker of increased exposure of hepatocytes to potentially toxic fatty acids. Within this context stearoyl-CoA desaturase that catalyzes a rate-limiting step in the synthesis of unsaturated fatty acids was found to be upregulated in human steatosis, NASH and 3 month mouse KO models while downregulated in 8 month mouse KO models and with members up and downregulated in 15 month KO mouse model (S11 Fig in S1 File & S12 Fig in S1 File). It was also found that tyrosine metabolism in human steatosis and NASH samples as well as in the 8 month GNMT KO mouse model was downregulated (S13 Fig in S1 File). This metabolism ends by liberation of acetoacetate that can be connected to lipid synthesis. It has been hypothesized that altered unsaturated fatty acids could mediate PTEN down-regulation which triggers hepatic steatosis via an NF-kappaBp65/mTOR-dependent mechanism [47]. 

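In the MAT1A KO tumors none of the 3 measured stearoyl-CoA desaturase genes passed the test, and their log2 ratios to wild type liver, averaged over probe sets, were above 0. Scd1, the main isoform of liver, was at 11.42 ± 1.34 in tumors and 11.31 ± 1.16 in wild type liver (log2, SD, n = 5), a log2 ratio of 0.11 (standard error 0.70, adjusted p = 0.949). Its 2 probe sets went apart, with -0.227 for the one of higher signal, which alone turns the sign of the ratio, and 0.450 for the other. Scd1 lay at 12.34, 12.48 and 12.38 in tumors 1, 3 and 4 and at 10.07 and 9.84 in tumors 2 and 5, which is below the lowest wild type array at 10.28. Scd2 was at 7.09 ± 1.13 in tumors and 4.84 ± 1.03 in wild type liver, a log2 ratio of 2.26 (standard error 0.61, adjusted p = 0.111). Scd3 was near the background at 4.22 ± 0.14 and 3.99 ± 0.09, a log2 ratio of 0.23 (standard error 0.09, adjusted p = 0.246). No probe set used here stands for Scd4. The p-values adjusted over the list alone gave 1 higher gene, Scd2, and 0 lower, and 2 were higher at an unadjusted p under 0.05 from limma. Together the desaturases had a mean log2 ratio of 0.87 (standard error 0.46, adjusted p = 0.101 from fry). In wild type replicate 4 Scd2 was at 6.67, where the other wild type arrays lay between 4.22 and 4.46, and without that array the adjusted p was 0.0271 for Scd2 and 0.0325 for the list. The sign of the Scd1 ratio also turned without wild type replicate 1, 2 or 3 or tumor 1, 3 or 4, down to -0.153.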

Our study also suggests the importance of androgen and estrogen metabolism central to fat accumulation and the metabolic syndrome as the pathways of these hormones have different members up and downregulated in human samples, downregulated in GNMT KO and upregulated in MAT1A KO (S14 Fig in S1 File).

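In the tumors of the MAT1A KO mice the genes of androgen and estrogen metabolism had a mean log2 ratio of -0.36 to wild type liver (standard error 0.18, adjusted p = 0.196 from fry). The score was below 0 in 4 of 5 tumors and below every wild type array in 2. Of 29 measured genes, 0 rose, 1 fell and 28 did not pass the test. The gene that fell was Ugt2a3, a UDP-glucuronosyltransferase, from 10.55 ± 0.38 to 9.30 ± 0.22 (log2, SD, n = 5), a log2 ratio of -1.25 (standard error 0.19, adjusted p = 0.0250). In the list, 0 were higher and 2 lower when adjusted over the list alone, Ugt2a3 and Hsd3b5. Hsd3b5, a hydroxysteroid dehydrogenase of male mouse liver named after its values were seen, was at 3.86 ± 0.14 in tumors and 9.59 ± 3.32 in wild type liver, a log2 ratio of -5.73 (standard error 1.31, adjusted p = 0.0783 over all genes). In wild type replicate 4 it was at 3.68, where the other wild type arrays lay between 10.51 and 11.37, and without that array its log2 ratio was -7.21 (adjusted p = 9.44e-08). The list passed without wild type replicate 4 as well (adjusted p = 0.00808), and the call of Ugt2a3 was lost without wild type replicate 1, 2, 3 or 5 or tumor 1 or 4 (adjusted p up to 0.101).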

#### Lipotoxicity and progression from steatosis to NASH

The arachidonic acid metabolism was upregulated in all mouse KO HCC samples and in all human samples (S15 Fig in S1 File). This metabolism is implicated in formation of prostanoids (Fig 5). 

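The carbonyl reductases Cbr3 and Cbr1, which reduce prostaglandins and quinones, rose in the MAT1A KO tumors. Cbr3 went from 4.90 ± 0.39 in wild type liver to 8.52 ± 0.94 (log2, SD, n = 5), a log2 ratio of 3.62 (standard error 0.41, adjusted p = 0.00495), and Cbr1 from 8.83 ± 0.18 to 10.17 ± 0.31, a log2 ratio of 1.35 (standard error 0.16, adjusted p = 0.00609). These were the 2 genes that rose among 62 measured genes of arachidonic acid metabolism, of which 0 fell and 60 did not pass the test. When adjusted over the list alone, 3 were higher and 2 lower. The third higher gene was the glutathione peroxidase Gpx7, named after its values were seen, with a log2 ratio of 1.54 (standard error 0.30, adjusted p = 0.0559 over all genes). The lower ones were the P450s Cyp2c70 and Cyp2j5. Over all 62 genes the mean log2 ratio was 0.08 (standard error 0.14) and its median -0.08, and fry, with a direction below 0, gave adjusted p = 0.762. The score was above every wild type array in 3 tumors and below every one in tumor 5, at -0.38. Without the P450s the list holds 38 genes, of which 2 rose, 0 fell and 36 did not pass (3 higher and 0 lower when adjusted over the list alone). Its mean log2 ratio was 0.34 (standard error 0.05) and its median -0.06, and the adjusted p was 0.230 from fry. The score without P450s was above every wild type array in 5 of 5 tumors (exact permutation test, p = 0.00794, and 0.0432 adjusted over the lists).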

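Ptgs2, the gene of COX-2, was at 3.29 ± 0.07 in tumors of the MAT1A KO mice and at 3.34 ± 0.08 in wild type liver (log2, SD, n = 5). This is a log2 ratio of -0.05 (standard error 0.08, adjusted p = 0.748 from limma). Both of its probe sets lie near the background of the arrays, whose lowest values are between 2.61 and 2.78, so a change of Ptgs2 in a small share of the cells would not be detectable at this signal. Ptgs1, the gene of COX-1, has no probe set among those used here.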

The cyclooxygenase 2 (COX-2) catalyzes their rate-limiting step (S16 Fig in S1 File). Hepatocyte COX-2 facilitates the development of steatohepatitis and this effect may involve PPAR alpha as COX-2 increases the accumulation of PPAR alpha which promotes fatty acid β-oxidation [48]. PPAR signalling pathway was upregulated along the disease progression in human samples while decreases in mice (S17 Fig in S1 File). 

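In the MAT1A KO tumors 1 of 62 measured genes of PPAR signaling rose, 0 fell and 61 did not pass the test. The gene that rose was Fabp4. Adjusted over the list alone 5 were higher, which were Fabp4, Lpl, Scd2, Acsl4 and Pck2, and 3 were lower, which were Rxrg, Apoa5 and Slc27a5. All of these but Fabp4 and Scd2 were named after their values were seen. Apoa5, an apolipoprotein of triglyceride-rich particles, was at 11.46 ± 0.80 in tumors and 12.85 ± 0.23 in wild type liver (log2, SD, n = 5), a log2 ratio of -1.39 (standard error 0.33, adjusted p = 0.0833 over all genes). Acsl4, which activates arachidonic acid, was at 8.41 ± 0.76 and 7.12 ± 0.38, a log2 ratio of 1.30 (standard error 0.34, adjusted p = 0.105). The list's mean log2 ratio was -0.00 (standard error 0.16) and its median -0.12, with adjusted p = 0.586 from fry. The sign of the mean turned when each array was centered on its median, with the highest probe set, without cross-hybridizing probe sets, and without wild type replicate 2 or 5 or tumor 2 or 5 (adjusted p from 0.659 to 0.934). The score was above every wild type array in tumors 1, 3 and 4, at 0.22, 0.17 and 0.30, and below every one in tumors 2 and 5, at -0.22 and -0.50.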

PPARγ activates pathways leading to fatty acid uptake (via CD36) and triglyceride synthesis [49–51]. The retinol metabolism was altered and hepatic loss of retinoic acids function leads to the development of steatohepatitis and liver tumors as retinoids downregulate the enzymes that are involved in mitochondrial β-oxidation of fatty acids while in contrast, upregulate the enzymes that are involved in peroxisomal β-oxidation [52]. Therefore it is possible to suggest that oxidative stress, depletion of hepatic long-chain polyunsaturated fatty acids and accumulation of excessive fat in the liver may underlie the pathophysiology of non-alcoholic steatohepatitis [53]. 

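Of 30 measured genes of retinol metabolism, 0 passed the test in the MAT1A KO tumors, with 3 higher and 4 lower at an unadjusted p under 0.05 from limma. The count was 0 higher and 1 lower, Rdh7, when adjusted over the list alone. Rdh7, a retinol dehydrogenase abundant in liver, was at 12.27 ± 0.10 in tumors and 12.76 ± 0.15 in wild type liver (log2, SD, n = 5). This is a log2 ratio of -0.50 (standard error 0.10, adjusted p = 0.0569 over all genes). Bco2, which cleaves carotenoids, was at 5.31 ± 0.58 and 6.74 ± 0.85, a log2 ratio of -1.44 (standard error 0.41, adjusted p = 0.132). The mean log2 ratio over the list was -0.19 (standard error 0.14, adjusted p = 0.327 from fry). The score of 2 of 5 tumors was below every wild type array, and that of tumor 1, at 0.11, was above every one. Without wild type replicate 4, Rdh7 passed (adjusted p = 0.0187).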

A consequence of this might be the observed general upregulation of P450s in fat-overloaded hepatocytes (S18 Fig in S1 File) [54], as well as impairment in the glutathione metabolism which is implicated in redox and detoxification [55]. 

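Gpx4 and Gstm5 rose in the MAT1A KO tumors, and no gene of glutathione metabolism fell. Gpx4, the peroxidase that reduces lipid hydroperoxides, went from 11.52 ± 0.05 in wild type liver to 12.28 ± 0.24 in tumors (log2, SD, n = 5), a log2 ratio of 0.76 (standard error 0.12, adjusted p = 0.0312). Gstm5, a glutathione S-transferase, went from 8.20 ± 0.40 to 9.49 ± 0.33, a log2 ratio of 1.29 (standard error 0.21, adjusted p = 0.0351). Of 48 measured genes of glutathione metabolism, 46 did not pass the test, and adjusted over the list alone 9 were higher and 0 lower. Glutathione genes had a mean log2 ratio of 0.43 (standard error 0.09, adjusted p = 0.0691 from fry). The score was above every wild type array in 5 of 5 tumors (exact permutation test, p = 0.00794, and 0.0432 adjusted over the lists). Fry passed without wild type replicate 4 (adjusted p = 0.0462) and without tumor 2 (adjusted p = 0.000781). Gpx4 and Gstm5 lost their calls without wild type replicate 1, 2, 3 or 5 or tumor 1 or 4, with adjusted p up to 0.112 and 0.131.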

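No cytochrome P450 of families 1 to 4 passed the test in the MAT1A KO tumors. Of 48 measured genes, 1 was higher and 7 were lower at an unadjusted p under 0.05 from limma, and 0 were higher and 4 lower when adjusted over the list alone. The 2 with the smallest p were Cyp2c70, at 12.29 ± 0.51 in tumors and 13.20 ± 0.25 in wild type liver (log2, SD, n = 5), and Cyp2j5, at 8.44 ± 1.36 and 10.70 ± 0.54. Their log2 ratios were -0.91 (standard error 0.23, adjusted p = 0.0998) and -2.26 (standard error 0.58, adjusted p = 0.101). The other lower genes when adjusted over the list alone, named after their values were seen, were Cyp2d13 (-1.80) and Cyp3a25 (-1.37), given as log2 ratios. Over the P450s the mean log2 ratio was -0.32 (standard error 0.25, adjusted p = 0.308 from fry). The P450 score was at -0.01, -0.62, 0.12, 0.01 and -1.13 in tumors 1 to 5. Markers of pericentral hepatocytes, a list that holds the P450s Cyp1a2 and Cyp2e1, differed between the tumors as well, with scores of 2.07, -1.46, -0.23, 1.47 and -1.75. Cyp2j5 passed without tumor 3 (adjusted p = 0.0444).

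**Figure D2:**
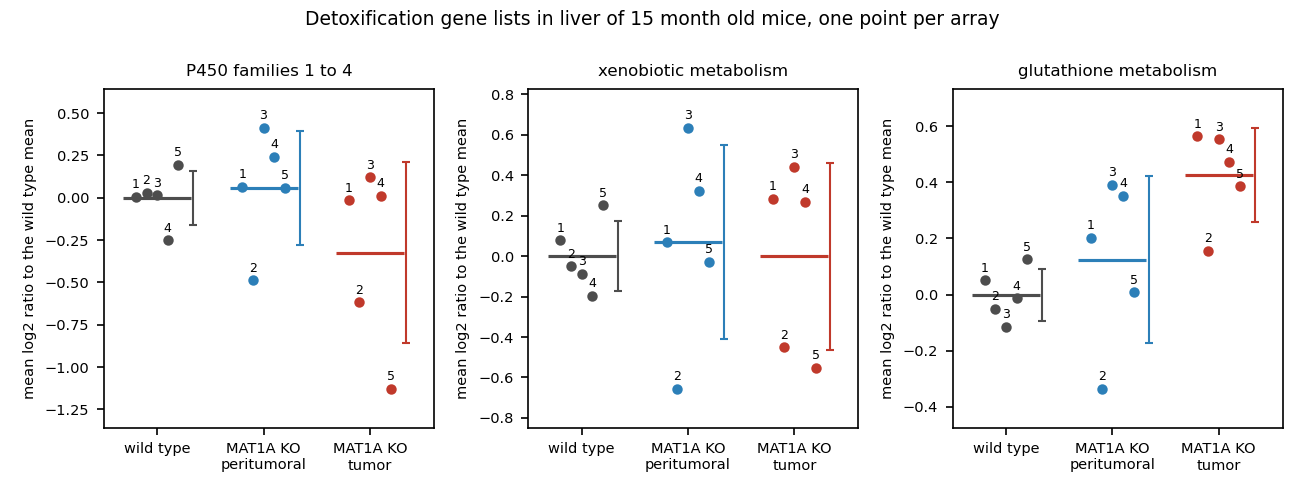
Scores of 3 lists of detoxification genes, as the mean log2 ratio of their members to the wild type mean, in each of 15 arrays, with the replicate number at each point, the group mean as a line and the SD as a bar. The P450 score lies between -1.13 and 0.12 in the tumors, and the glutathione score lies between 0.16 and 0.56.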

P450 cytochromes are upregulated in both mouse KO models and human steatosis and NASH samples and HNF4a is responsible for the constitutive activity of the major P450 cytochromes in human liver [56]. It is also possible that NASH alters the xenobiotic activation of transcription factors that are known to induce the expression of cytochromes as this pathway is upregulated in human steatosis and HCCs from both mouse KO models (S19 Fig in S1 File) [57].

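Among 58 measured genes of xenobiotic metabolism by P450s, the MAT1A KO tumors showed 2 that rose, Cbr1 and Gstm5, 1 that fell, Ugt2a3, and 55 that did not pass the test. The numbers were 5 higher and 3 lower when adjusted over the list alone. The further higher genes were the glutathione S-transferases Gsta4, Gstm2 and Mgst3, with log2 ratios of 1.31 (standard error 0.33, adjusted p = 0.0949 over all genes), 2.23 (standard error 0.57, adjusted p = 0.0969) and 0.40 (standard error 0.10, adjusted p = 0.106). The further lower genes were the P450s Cyp2c70 and Cyp3a25, and all 5 further genes but Cyp2c70 are named after their values were seen. Over the 58 genes the mean log2 ratio was -0.00 (standard error 0.22) and its median -0.03, while fry gave a direction above 0 with adjusted p = 0.871. The mean changed its sign when each array was centered on its median, with the highest probe set, without cross-hybridizing probe sets, and without wild type replicate 1 or 5 or tumor 2 or 5 (adjusted p from 0.656 to 0.867). The score lay above every wild type array in tumors 1, 3 and 4, at 0.28, 0.44 and 0.27, and below every one in tumors 2 and 5, at -0.45 and -0.55.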

#### Implications of gut bacteria in the development of NASH

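In the MAT1A KO tumors 0 of 9 measured Toll-like receptor genes passed the test, with 2 higher and 1 lower at an unadjusted p under 0.05 from limma and 0 when adjusted over the list alone. Tlr5, the receptor of flagellin, was at 5.01 ± 0.29 in tumors and 5.79 ± 0.53 in wild type liver (log2, SD, n = 5), a log2 ratio of -0.78 (standard error 0.25, adjusted p = 0.159). Tlr6 was at 4.11 ± 0.10 and 3.79 ± 0.19, a log2 ratio of 0.32 (standard error 0.11, adjusted p = 0.179). The mean log2 ratio of the receptors was 0.08 (standard error 0.07, adjusted p = 0.447 from fry), above 0 in 5 of 5 tumors and above every wild type array in none. Of 72 measured genes of Toll-like receptor signaling, 0 rose, Tirap fell and 71 did not pass (0 higher and 1 lower when adjusted over the list alone). Tirap, an adaptor of Tlr2 and Tlr4, went from 6.67 ± 0.12 to 5.74 ± 0.21, a log2 ratio of -0.93 (standard error 0.12, adjusted p = 0.00995). The signaling genes had a mean log2 ratio of 0.06 (standard error 0.05) and its median -0.03, and fry, with a direction below 0, gave adjusted p = 0.410. Without wild type replicate 4 the receptors passed (adjusted p = 0.0182), and without that array Tlr5, with a negative log2 ratio, passed too (0.0392), while without the 40% of genes with the lowest values the sign of the receptor mean turned (0.118). The call of Tirap was lost without wild type replicate 2 (adjusted p = 0.0513) and with its highest probe set alone (0.0625).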

An upregulation of the Toll-like receptors along the disease progression was detected (S20 Fig in S1 File). This might be a consequence of the activation of the innate immune system response which receptors are typically Toll-like receptors. Alcohol has been shown to increase gut-derived lipoprotein component of endotoxin levels from Gram-negative bacteria as well as Gram-positive organisms in portal blood, activating toll-like receptors during alcohol-induced liver injury. Toll-like receptor activation may also play a role in steatohepatitis [58].

#### Possible insulin resistance in NAFLD

Both obesity and NAFLD are strongly associated with insulin resistance and hyperinsulinemia. Insulin is a key hormone in regulating lipogenesis and lipolysis in adipose depots. Insulin resistance in peripheral adipose tissues enhances lipolysis and increases delivery of adipose-derived fatty acids to the liver. We suggest that insulin resistance upregulates the renin-angiotensin system deregulated in our study (Fig 5) [59] decreasing energy expenditure, with augmented fat mass and affecting glucose clearance [60].

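None of 14 measured genes of the renin-angiotensin system passed the test in the MAT1A KO tumors, with 0 higher and 1 lower at an unadjusted p under 0.05 from limma and 0 when adjusted over the list alone. The 2 with the smallest p were Cma1, a mast cell chymase that cleaves angiotensin I, and Mme, the peptidase neprilysin. Cma1 was near the background, at 4.33 ± 0.25 in tumors and 4.66 ± 0.20 in wild type liver (log2, SD, n = 5), a log2 ratio of -0.33 (standard error 0.14, adjusted p = 0.265). Mme was at 5.94 ± 1.77 and 4.30 ± 1.02, a log2 ratio of 1.63 (standard error 0.81, adjusted p = 0.325). The 14 genes had a mean log2 ratio of -0.06 (standard error 0.12, adjusted p = 0.101 from fry). Its score was above 0 in tumors 1 and 4, at 0.17 and 0.10, and below 0 in the others, and the sign of the mean turned without tumor 5 (adjusted p = 0.236) and without the 40% of genes with the lowest values (0.613).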

#### Linking hepatocellular carcinoma (HCC) with NAFLD

Hepatocyte DNA damage has been demonstrated in early stages of steatosis/NASH increasing formation of reactive oxygen intermediates that might damage DNA, overexpress p53 and increase Fas expression by hepatocytes [61]. This has been shown to increase with liver injury in animal models. 

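Genes of p53 signaling were on balance higher in the MAT1A KO tumors than in wild type liver by fry (adjusted p = 0.0308), while camera with an estimated correlation did not call them (0.0779). Of 57 measured genes, 0 rose, 0 fell and 57 did not pass the test singly, with 11 higher and 3 lower at an unadjusted p under 0.05 from limma. Adjusted over the list alone, 3 were higher and 0 lower, Cdk1, Gadd45a and Rrm2. Cdk1, the kinase of mitotic entry, was at 7.28 ± 1.04 in tumors and 5.27 ± 0.57 in wild type liver (log2, SD, n = 5), a log2 ratio of 2.01 (standard error 0.47, adjusted p = 0.0826 over all genes). Gadd45a, a target of p53 induced by DNA damage, was at 6.28 ± 0.87 and 4.71 ± 0.39, a log2 ratio of 1.57 (standard error 0.38, adjusted p = 0.0909). Rrm2, a ribonucleotide reductase subunit named after its values were seen, had a log2 ratio of 2.17 (standard error 0.54, adjusted p = 0.0930). The list's mean log2 ratio was 0.25 (standard error 0.05). Its score was above every wild type array in 5 of 5 tumors (exact permutation test, p = 0.00794). The fry p of p53 signaling was 0.0622 and 0.0798 without wild type replicates 1 and 5 and 0.0648, 0.103 and 0.0510 without tumors 1, 3 and 4, and it was 0.0597 without the 40% of genes with the lowest values and 0.0594 with array weights.
Cell cycle genes, among them Cdk1 and Rrm2, also rose on balance. Their mean log2 ratio was 0.74 over 38 measured genes (standard error 0.20, adjusted p = 0.0353 from fry, and 0.176 from camera with an estimated correlation). None passed singly in limma, and 21 were higher and 0 lower at an unadjusted p under 0.05. There were 16 higher and 0 lower when adjusted over the list alone. Mcm7, a part of the replication helicase, had a log2 ratio of 0.45 (standard error 0.09, adjusted p = 0.0551 over all genes), and the replication clamp Pcna one of 1.00 (standard error 0.20, adjusted p = 0.0598). The score was above every wild type array in 4 of 5 tumors, and tumor 2 lay at 0.13, below wild type replicate 4 at 0.38. The call was lost without any 1 array other than wild type replicate 4 and tumor 2, with adjusted p between 0.0594 and 0.109. Singly, Cdk1 (0.0392), Mcm7 (0.0196) and Pcna (0.0132) passed without wild type replicate 4, and Cdk1 (0.0158) and Pcna (0.0208) without tumor 2.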

Interestingly, we found p53 pathways to be upregulated in the progression of NAFLD (S21 Fig in S1 File). This finding suggests that steatosis/NASH provides a favourable ground for malignant transformation.

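The 3 clade B serpins Serpinb1a, Serpinb6a and Serpinb9 had positive log2 ratios in the MAT1A KO tumors, and none of the 14 measured members of the clade passed the test. Serpinb1a, an inhibitor of neutrophil proteases, was at 6.48 ± 0.90 in tumors and 5.54 ± 0.37 in wild type liver (log2, SD, n = 5), a log2 ratio of 0.94 (standard error 0.39, adjusted p = 0.253). Serpinb6a was at 9.40 ± 0.54 and 7.88 ± 1.32, a log2 ratio of 1.52 (standard error 0.57, adjusted p = 0.214). Serpinb9, an inhibitor of granzyme B, was at 7.70 ± 0.93 and 6.88 ± 0.79, a log2 ratio of 0.83 (standard error 0.49, adjusted p = 0.400). In the list, 3 were higher and 0 lower at an unadjusted p under 0.05 from limma, and 0 when adjusted over the list alone. Its mean log2 ratio was 0.41 (standard error 0.15) and its median -0.01, with adjusted p = 0.540 from fry. Wild type replicate 4, the array with the high granulocyte genes, had a serpin score of 0.48, where the other wild type arrays lay between -0.21 and -0.07. Its Serpinb6a was at 10.12, above 4 of the 5 tumors, and without it the log2 ratio of Serpinb6a was 2.08 (adjusted p = 0.0122).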

Related to the mechanisms involved in the progression of HCC in our animal models Clade B ovalbumin serpins (SERPINB1: serpin peptidase inhibitor, member 1. SERPINB6: serpin peptidase inhibitor, member 6. SERPINB9 serpin peptidase inhibitor, member 9) were upregulated in all HCC cases (S4 Fig in S1 File) and it has been reported that tumor is evaded against immunosurveillance by transcriptionally upregulating proteinase inhibitors which prevents the immune system from destroying the cancer cells [62].

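None of 108 measured genes of MAPK signaling passed the test in the MAT1A KO tumors, with 11 higher and 6 lower at an unadjusted p under 0.05 from limma. Adjusted over the list alone, 2 were higher, Map4k4 and Rras, and 1 was lower, Fgfr3. Map4k4, a kinase upstream of the Jun N-terminal kinases, was at 5.34 ± 0.44 in tumors and 4.39 ± 0.14 in wild type liver (log2, SD, n = 5), a log2 ratio of 0.95 (standard error 0.19, adjusted p = 0.0611 over all genes). Fgfr3, a fibroblast growth factor receptor, was at 5.63 ± 0.24 and 6.33 ± 0.21, a log2 ratio of -0.70 (standard error 0.14, adjusted p = 0.0640). Rras, named after its values were seen, had a log2 ratio of 1.12 (standard error 0.26, adjusted p = 0.0784). The mean log2 ratio over the list was 0.20 (standard error 0.06, adjusted p = 0.362 from fry), above 0 in 5 of 5 tumors and above every wild type array in 2.
For the Jun N-terminal and p38 kinases and their direct activators, 0 of 19 measured genes passed, with 0 higher and 1 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Map2k4, which activates both kinases, had a log2 ratio of -0.26 (standard error 0.11, adjusted p = 0.268), and Map3k7 one of -0.18 (standard error 0.08, adjusted p = 0.308). The list's mean log2 ratio was 0.04 (standard error 0.11), and fry, with a direction below 0, gave adjusted p = 0.806. Its score was at 0.45 in tumor 2 and between -0.22 and 0.05 in the other tumors, and without tumor 2 the sign of the mean turned (adjusted p = 0.105). Map4k4 and Fgfr3 passed without wild type replicate 4 (adjusted p = 0.0382 and 0.0364), and Map4k4 without tumor 5 (0.0113) and Fgfr3 without tumor 3 (0.0238) as well.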

Many mechanisms that might counteract malignant transformation (Fig 5) are found: MAPK pathways were upregulated in this study, such as Jun N-terminal kinase and p38 (S22 Fig in S1 File). The activation of p38 MAPK results in cancer cell apoptosis known to be initiated by retinoids, cisplatin and other chemotherapeutic agents [63]. Hepatic injury might be improved by bile acids which are also upregulated in 3 month mouse KO models, downregulated in 8 month ones and up and downregulated in 15 month MAT1A KO (S23 Fig in S1 File). It has been shown that they induce apoptosis in HepG2 cells [64]. 

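In the MAT1A KO tumors Baat fell, and other genes of bile acid synthesis and transport had log2 ratios below 0 without passing the test. Of 18 measured genes of bile acid biosynthesis, 0 rose, 1 fell and 17 did not pass. Adjusted over the list alone 1 was higher, Cyp39a1, and 7 were lower, among them Baat, Cyp8b1 and Cyp7b1. Cyp8b1, the sterol hydroxylase of cholic acid synthesis, was at 8.16 ± 2.42 in tumors and 11.06 ± 1.25 in wild type liver (log2, SD, n = 5), a log2 ratio of -2.90 (standard error 1.08, adjusted p = 0.213 over all genes). Cyp7b1, of the alternative pathway of synthesis, had a log2 ratio of -1.90 (standard error 0.69, adjusted p = 0.206), and Cyp39a1 one of 1.72 (standard error 0.53, adjusted p = 0.156). These 3 are named after their values were seen. The mean log2 ratio was -0.58 (standard error 0.30, adjusted p = 0.167 from fry). The score was below 0 in 5 of 5 tumors and below every wild type array in 2, tumors 2 and 5, at -1.25 and -1.34.
Of 13 genes of bile acid transport, 0 passed in limma, with 1 higher and 5 lower at an unadjusted p under 0.05. Of these, 3 were lower when adjusted over the list alone, Slco1a1, Slc10a1 and Nr1h4. The anion transporter Slco1a1 was at 4.52 ± 0.68 in tumors and 8.57 ± 2.48 in wild type liver, a log2 ratio of -4.04 (standard error 1.01, adjusted p = 0.0949), and Nr1h4, the bile acid receptor FXR, was at 7.95 ± 0.48 and 9.07 ± 0.17, a log2 ratio of -1.12 (standard error 0.21, adjusted p = 0.0525). Slc10a1, the main bile acid uptake carrier of hepatocytes, had a log2 ratio of -1.60 (standard error 0.48, adjusted p = 0.145) and is named after its values were seen. This list had a mean log2 ratio of -0.67 (standard error 0.28, adjusted p = 0.196 from fry), with scores below 0 in 5 of 5 tumors and below every wild type array in 3. Slco1a1 was at 4.15 in wild type replicate 4 and between 9.41 and 9.90 in the other wild type arrays, and without that array the adjusted p was 0.0371 for the list, 0.000123 for Slco1a1 and 0.0356 for Nr1h4. Nr1h4 passed without tumor 3 (0.00753) and without tumor 5 (0.0479) as well.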

Genes affecting monoterpenoids, also deregulated along the disease progression, are known to induce apoptosis in liver tumors [65]. 

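Of 20 measured genes of α-linolenic acid metabolism, Elovl2 fell in the MAT1A KO tumors, 0 rose and 19 did not pass the test (0 higher and 1 lower when adjusted over the list alone). The list's mean log2 ratio to wild type liver was -0.20 (standard error 0.13, adjusted p = 0.196 from fry). The score was below 0 in 4 of 5 tumors and below every wild type array in 2, and across the 10 fits that leave out 1 array the adjusted p was between 0.0941 and 0.402.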

Lastly α-linolenic acid was found to be deregulated along the disease progression. It is known to reduce COX-2 expression and to induce apoptosis of hepatoma cells [66].

The regulation of the expression of the genes in the signatures is often governed by transcription factors. Therefore the enriched transcription binding sites among the genes in the signatures factors were explored and HNF4 alpha was found to be the common transcription factor mediating the transcription of the genes composing the signatures (S1 Table in S1 File). This gene controls the development and metabolic homeostasis of the organism [67]-[68] and in agreement with previous studies the HCCs derived from two mouse KO models showed a strong downregulation of HNF4 [69, 70] (S7 Fig in S1 File). 

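Hnf4a was at 9.44 ± 0.36 in the MAT1A KO tumors and at 9.68 ± 0.33 in wild type liver (log2, SD, n = 5), a log2 ratio of -0.25 (standard error 0.20, adjusted p = 0.545 from limma). The tumors lay between 8.97 and 9.94 and the wild type arrays between 9.16 and 10.08. Its 4 probe sets had differences of -0.40, -0.40, -0.26 and 0.07 between tumors and wild type liver. The list of liver transcription factors was lower on balance by fry (adjusted p = 0.0150), while camera with an estimated correlation did not call it (0.176). It holds Hnf4a and further hepatocyte factors, as well as the factors of the paper's S2 Table. Of 30 measured liver transcription factors, 0 rose, 0 fell and 30 did not pass the test singly, with 1 higher and 7 lower at an unadjusted p under 0.05 and 0 higher and 1 lower, Nr1h4, when adjusted over the list alone. Cebpa, a factor of hepatocyte maturation, was at 9.28 ± 0.64 and 10.37 ± 0.33, a log2 ratio of -1.09 (standard error 0.29, adjusted p = 0.111). The list had a mean log2 ratio of -0.30 (standard error 0.08). Its score was below every wild type array in 5 of 5 tumors (exact permutation test, p = 0.00794). Without the 40% of genes with the lowest values the fry p was 0.0597, and Cebpa passed without tumor 3 (0.0397), and Nr1h4 without wild type replicate 4 or tumor 3 or 5 (up to 0.0479). From the binding sites enriched among the genes of the signatures, the paper states that HNF4 alpha is the transcription factor they have in common, and from the expression in the tumors of both KO models that HNF4 was downregulated there (S7 Fig).

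**Figure D3:**
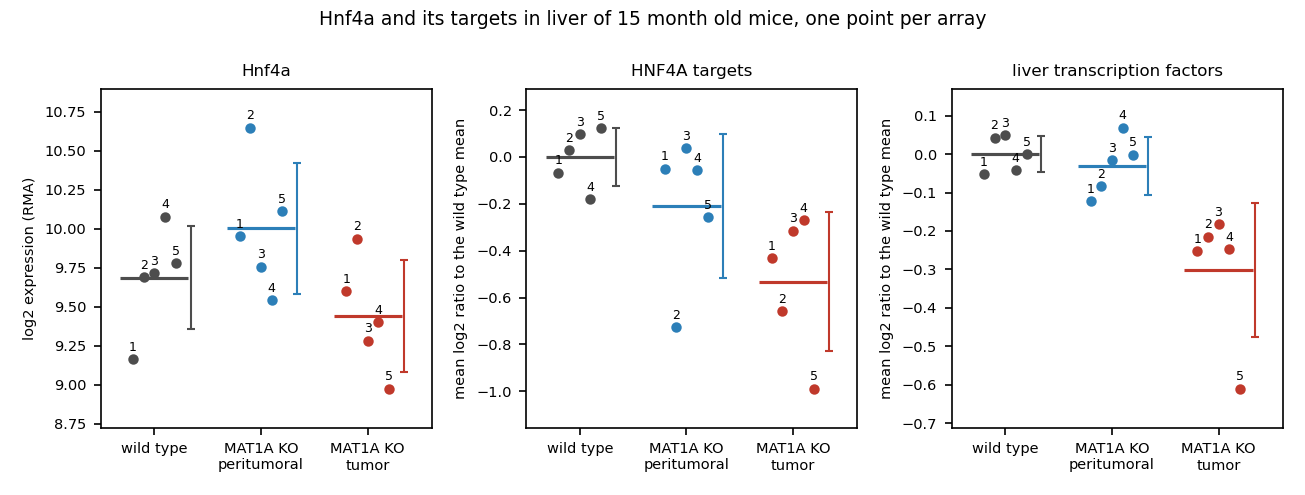
Log2 expression of Hnf4a and scores of the HNF4A targets and the liver transcription factors in each of 15 arrays, with the replicate number at each point, the group mean as a line and the SD as a bar. The Hnf4a levels of tumors and wild type liver overlap, and both scores are lower in each tumor than in every wild type array.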

In human, HNF4 alpha was found to be downregulated in some NASH cases (S8 Fig in S1 File). HNF4 alpha is a zinc-coordinating group transcription factor. 

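Textbook targets of HNF4 alpha fell on balance in the MAT1A KO tumors by fry (adjusted p = 0.0150), while camera with an estimated correlation did not call them (0.176). Of 37 measured targets, 0 rose, F7 and Baat fell and 35 did not pass the test (0 higher and 2 lower when adjusted over the list alone). F7, the coagulation factor VII, went from 10.17 ± 0.20 in wild type liver to 9.14 ± 0.32 (log2, SD, n = 5), a log2 ratio of -1.03 (standard error 0.16, adjusted p = 0.0343). The log2 ratio was below 0 for 27 of the targets and above 0 for 10. The list had a mean log2 ratio of -0.53 (standard error 0.14) and a score below every wild type array in 5 of 5 tumors. Complement and coagulation genes also fell on balance by fry (adjusted p = 0.0150), while camera with an estimated correlation did not call them (0.176). Of 46 measured, 0 rose, 3 fell, which were C9, Masp2 and F7, and 43 did not pass (1 higher and 12 lower when adjusted over the list alone). Complement genes had a mean log2 ratio of -0.39 (standard error 0.11), and the score was below every wild type array in 5 of 5 tumors. The call of F7 was lost without wild type replicate 1, 2, 3 or 5 or tumor 4 (adjusted p up to 0.129).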

Overall, in mice NAFLD progression genes having transcription factor binding sites enriching HNF4 alpha are regulated in opposite direction (S7-S10 Figs. in S1 File). Examples of single zinc-sensitive transcription factors regulating gene expression in opposite directions exist [71].

Most of the other transcription factors controlling the expression of the genes in the different signatures (S2 Table in S1 File) are associated with liver disease where they are thought to play a role in the development of HCC. For example, the *nk-2*-related transcription factor is associated with human fetal liver and HCC since Nkx2.5 is involved in alpha fetoprotein transcription in HCC [72]. The proto-oncogenes c-fos is involved in cell cycle progression and cellular proliferation [61]. The gene has been associated to adenocarcinoma, carcinoma and liver neoplasms, DNA methylation and inflammatory response. The encoded protein by the Cebpa gene has been shown to bind to the leptin promoter and modulate its expression. The Cebpa protein can interact with CDK2 and CDK4, and thereby inhibiting these kinases and causing growth arrest. Functionally, the gene is associated with carcinoma and HCC. Pdx1 is associated to diabetes mellitus, glucose intolerance and early onset of diabetes in young people. The proto-oncoprotein Gfi regulates of SOCS gene expression by Gfi-1B inducing STAT5-target gene.

### HCC prognosis markers in the survival gene expression signature for human and mouse is validated by a test dataset

#### Identification of the two subtypes of HCC

HCC derived from genetically modified mice that spontaneously develop HCC arising from NAFLD was integrated with human HCC of different etiologies. This made it possible to investigate in what extent the mouse models reproduced features observed in the corresponding human conditions, as well as to understand the common molecular mechanisms between human HCCs derived from mixed etiologies and genetically modified mice HCCs derived from NAFLD. Unsupervised clustering procedures discriminated human microarray HCC samples of a less aggressive from a more aggressive phenotype and the mouse models co-clustered with the less aggressive of these HCC subtypes, possibly because mouse KO models do not develop metastasis (Fig 4 & S6 Fig in S1 File). Then, using different feature selection methods gene expression signatures were generated. These reflect the differential deregulation of biomarker genes and cell signaling pathways between the previously published two molecular HCC prognostic subtypes [5] with the integrated human and mouse microarray data (S3 Table in S1 File). Lastly a unique ensemble survival signature was generated by rank summation of the signatures produced by the different methods (Table 4). This signature was used to characterize and explore which cancers can be investigated using NAFLD derived HCC from genetically modified mouse models.

**Table 4:** Ensemble unique gene survival signature common for human and mouse resulting from the frequency based aggregation of the signatures produced by the 5 feature selection methods.

Gene ID	Gene name	Frequency
Tgfb1i1	**transforming growth factor beta 1 induced transcript 1**	1
Fgf20	**fibroblast growth factor 20**	1
Kcnk2	**potassium channel, subfamily K, member 2**	0.8
Pfkfb2	**6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2**	0.8
Kcnk3	**potassium channel, subfamily K, member 3**	0.8
Pigr	**polymeric immunoglobulin receptor**	0.8
Egr4	**early growth response 4**	0.8
Kera	**keratocan**	0.8
Foxf2	**forkhead box F2**	0.8
Adprh	**ADP-ribosylarginine hydrolase**	0.4
Cecr6	**cat eye syndrome chromosome region, candidate 6 homolog**	0.2
Slco1b2	**carrier organic anion transporter family, member 1b2**	0.2
Slc5a6	**solute carrier family 5 (sodium-dependent vitamin transporter), member 6**	0.2
Xkr4	**X Kell blood group precursor related family member 4.**	0.2
Camk1g	**calcium/calmodulin-dependent protein kinase I gamma**	0.2
Brd7	**bromodomain containing 7**	0.2
Mdfic	**MyoD family inhibitor domain containing**	0.2
D3Bwg0562e	**DNA segment, Chr 3, Brigham & Women's Genetics 0562 expressed**	0.2
Tnfsf13b	**tumor necrosis factor (ligand) superfamily, member 13b**	0.2
Muc13	**mucin 13, epithelial transmembrane**	0.2
Elf1	**E74-like factor 1 and similar to claspin homolog**	0.2
Ube2g2	**ubiquitin-conjugating enzyme E2G 2**	0.2
Ddx46	**DEAD (Asp-Glu-Ala-Asp) box polypeptide 46**	0.2

The frequency of appearance of the selected genes among the 5 feature selection methods is recorded as a measure of stability.

#### Performance of the unique survival signature for human and mouse

The resulting ensemble survival signature for human and mouse has an accurate classification performance and is quite stable as it classifies correctly 95% of the instances with a NAHD of 0.773. The frequency based aggregation procedure used to generate the ensemble solution produced a strong positive impact on stability and performance (S3 Table in S1 File).

#### Gene composition stability of the ensemble signature for human and mouse

The resulting gene subset composing the ensemble survival signature can be used as the prognostic markers that explain the differences in gene expression values among these two phenotypes of HCC. Here we described the most interesting patterns that classified the two molecular HCC subtypes (Table 4). There was great degree of functional convergence of pathways in the survival signature common for human and mouse resulting from pathways enrichment analysis of each of the 25 signatures produced by the five runs of the five feature selection methods (Table 5). The most stable genes for prediction in the ensemble signature were the fibroblast growth factor 20 (Fgf20) and the transforming growth factor beta 1 induced transcript 1 (Tgfb1i1). Fgf20 controls the extent of angiogenesis in liver disease [73]. Tgfb1i1 was upregulated in the cluster A and downregulated in cluster B. It is involved in the development of fibrosis in various processes of chronic inflammation in liver. It can promote invasion and metastasis during the tumor growth [74]. Other genes in the signature were 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2 (Pfkfb2), Ubiquitin-conjugating enzyme E2G 2 (Ube2g2) and tumor necrosis factor ligand superfamily, member 13b (Tnfsf13b). The Pfkfb2 protein is involved in both the synthesis and degradation of fructose-2,6-bisphosphate, a regulatory molecule that controls glycolysis in eukaryotes. It induces glycolysis and is altered in both clusters. It can be speculated that this mutation in tumor cells can increase the energy-level of the fast growing tumor cells. Alterations in this pathway would also cause surface membrane alteration such as a decrease in glycoproteins that are important parts of adhesion molecules, in which abnormalities can result in acquisition of the metastatic phenotype. Supporting this, a positional gene enrichment analysis for the identification of chromosomal regions that were significantly enriched in the ensemble gene subset found 40% of enrichment in the q31 region of chromosome 1 that holds 6-phosphofructo-2-kinase and polymeric immunoglobulin receptor. Ube2g2 was downregulated in cluster A and upregulated in cluster B. These differences might explain the extent of apoptosis, which is limiting the proliferation and the accumulation of genetic and epigenetic alterations in the tumor, meaning that cancer cells have found a selective advantage in altering the apoptosis controlling enzymes [5]. Tnfsf13b acts as a potent B cell activator. This protein may be able to induce apoptosis through its interaction with other TNF receptor family proteins. TNF-induced cell death plays only a minor role compared to its overwhelming functions in the inflammatory process. Tnfsf13b was downregulated in cluster B while it was upregulated in cluster A. We only identified Tnfsf13b as a differentially expressed gene in steatosis and NASH together of being responsible of activating different tumorigenic pathways leading to differential survival of the individuals with HCC.

**Table 5:** Survival signature of pathways common for human and mouse resulting from the signatures produced by the 5 runs of the 5 feature selection methods.

Enriched KEGG pathways	Hypergeometric tests p-value	Standard deviation of p-value	Frequency
Regulation of autophagy	0.0103	0.0076	7
Reductive carboxylate cycle (CO2 fixation)	0.0257	0.0029	6
Neuroactive ligand-receptor interaction	0.0260	0.0020	4
Hematopoietic cell lineage	0.0272	0.0077	4
Folate biosynthesis	0.0382	0.0138	2
Starch and sucrose metabolism	0.0204	0.0109	2
Leukocyte transendothelial migration	0.0145	0.0028	2
Cell adhesion molecules (CAMs)	0.0081	0.0040	2

The frequency of appearance of the selected pathways among the 5 runs of the 5 feature selection methods is recorded as a measure of stability. Another measure of stability is the Hypergeometric test´s p-values standard deviation.

#### Validation of the survival signature using an independent dataset

The survival signature is composed of the common genes between human HCC from mixed etiologies and mouse HCCs derived from NAFLD that correlate with a differential prognosis. This is because it was built using feature selection methods to find the genes which the expression values discriminated between both HCC subtypes. The mixed etiologies from which the human HCCs are derived in the majority of the cases are HBV, HCV and alcohol. This survival signature was validated with an independent human HCC dataset with a HBV etiology having 87 samples [25]. Hierarchical clustering analysis was performed on the expression values of the gene families composing the signature and three different HCC subtypes were found (Fig 5) having statistical differences in survival length by Logrank test (p = 0,05) and Kaplan-Meier plots (Fig 6). Thus the survival signature was validated for discriminating between HCC prognostic subtypes of different etiologies including HBV, HCV, alcohol and NAFLD, as it was able to predict in an independent HCC different prognostic subtypes showing significant differences in survival time.

**Fig 6:**
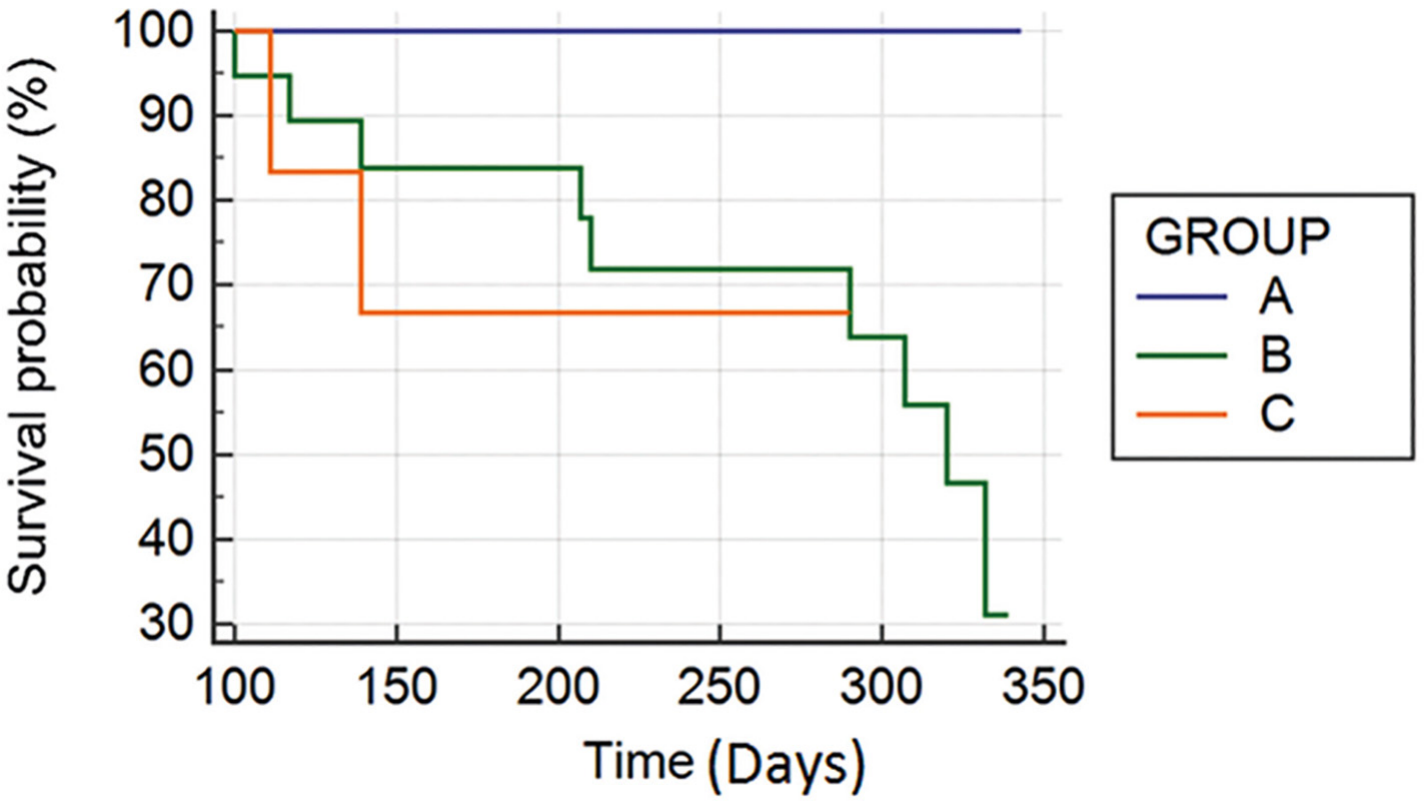
Kaplan-Meier plots showing the survival probability over time (days) of the 3 main clusters representing HCC subtypes of differential survival found in the independent HCC dataset when performing clustering analysis over the expression values of the genes composing the survival signature common for human and mouse.

## Conclusion

From signatures generated by feature selection algorithms markers of HCC and targets for mechanistic studies were identified. These provide new insights into the molecular pathogenesis of NAFLD derived HCC. First the signatures of NAFLD progression common for human and genetically modified mouse models were generated to identify many of the known mechanisms of NAFLD progression. Most of the signatures have HNF4 as a common transcription factor controlling the transcription of their genes. Second, NAFLD derived HCC from genetically modified mouse models were integrated with human HCCs of mixed etiologies where previously unsupervised classification revealed two prognostic subtypes. The mouse HCC co-clustered with the less aggressive subtype. Possibly this is because the mouse KO models do not develop metastasis, which is the main feature of aggressiveness in a tumor. Indeed the most robust genes for prediction of prognostic subtypes are Fgf20 and Tgfb1i1 involved in angiogenesis, invasion and metastasis. HCC differential survival signature common for human and mouse was developed to allow for reliable identification of tumor type based on gene expression. This showed prognostic discrimination and prediction capabilities and reflected the differential deregulation of signaling pathways and genes between two molecular HCC prognostic subtypes. Importantly, the survival discrimination capabilities of the signature were validated with an independent human HCC dataset of HBV etiology. Cluster analysis on the expression values of the genes composing the signature in the independent human HCC dataset revealed different HCC subtypes showing differences in survival length, meaning that the survival signature can be extrapolated to other datasets of HCC with different etiologies. Improving the classification of individuals with HCC coming from diverse etiologies would create a basis for improving therapeutic strategies. Additionally, finding common processes between mice HCC derived from the progression of NAFLD stages and human HCC arising from diverse etiologies support the use of mouse models. Overall this analysis of data obtained from mouse models provide novel insight into the early development of HCC and point to novel therapeutic options.

## Supporting Information

S1 File S1 Fig. **Flow diagram of the steps performed by the RFE and RFE_MR method.** Stage1: As it is a backwards procedure starts from the full matrix of selected genes. The process is iterative where the number of iterations either for first selection (x = number of selection iterations) or posterior refinement selection around the selection solution (y = number of refinement iterations) should be specified. It uses the class vector as input. Stage2: Evaluate the selected gene subset. Stage3a. If the process does not take into account the redundancy of the features (RFE): calculates the sample by sample MI excluding each gene. For each excluded gene defines a coefficient I as the difference of the sum of the sample by sample MI between classes and the sum of the sample by sample MI within groups. Stage 3b1: If the process takes into account the redundancy of the features (RFE_MR): for each gene calculates the average gene pairwise mutual information. Stage3b2: For each gene calculates the Coefficient II value by adding the average gene pairwise MI to the coefficient II. Stage4: Remove the m worst coefficient values and their corresponding genes and expression values. Stage5: Find the minimum error rate along the iterations and get the selected genes. **S2 Fig. Flow diagram of the steps performed by the MRMR method.** Stage1: As it is a forward search procedure, it starts from an empty set of selected genes. The process is iterative where the number of iterations should be specified and uses the class vector as input. Stage2: Calculate the normalized mutual information of the class vector with the vector containing each gene expression values along the samples. Stage3: a. For each gene calculate the average gene pairwise mutual information. b. For each gene in the subset of selected genes calculate the average gene pairwise mutual information. Stage4: For each gene define a coefficient value by dividing the value of the normalized mutual information with the average gene pairwise mutual information. Stage5: Store the gene having the maximum coefficient value and remove from the matrix the corresponding gene. Stage6: Evaluate. Stage7: Find the minimum error rate along the iterations and get selected genes. **S3 Fig. Flow diagram of the GA procedure.** Stage 1: The procedure initially creates a number of random variable sets (chromosomes). These variable sets form a population of chromosomes. Each random set is created with an initialization that randomly selects 70 genes from the total 504. Stage 2: Each chromosome in the population is evaluated for its ability to predict the group membership of each sample in the dataset (fitness function). Stage 3: Elitism: select the fittest individual intact for the next generation. Stage 4: The population of chromosomes is replicated. The roulette wheel selection ensures that chromosomes with a higher fitness score will generate a more numerous offspring. Stage 5: The genetic information contained in the replicated parent chromosomes is combined through genetic crossover with a crossover probability (For the parameters see supplementary Table 4 and “*Parameters in the Genetic Algorithm*” supplementary section). The chromosomes are ranked according to their fitness value. Above the crossover probability the best chromosomes are maintained intact for the next generation. Below the crossover probability two randomly selected parent chromosomes are used to create two new chromosomes. This crossover mechanism allows a better exploration of possible solutions recombining good chromosomes. Stage 6: Mutations are then introduced in the new chromosomes generated by crossover randomly with a mutation probability. These mutations produce that new genes are used in chromosomes. Stage 7: The process is repeated from stage 2 until the number of generations exceeds certain threshold (100) and the regression between the population of chromosome’s minimum error rate and the generation is less than 0.05. The cycle of replication (stage 3), genetic crossover (stage 4) and mutations (stage 5) is called generation. **S4 Fig. Tree structure where each of the stages of the disease has been clustered in a single cluster.** Tree structure where each of the stages of the disease has been clustered in a single cluster using the GS1_clust_FOM algorithm to select the variables used as input in pvclust used to perform hierarchical clustering. **S5 Fig. A: Ovalbumin serpin expression along the NAFLD progression.B: Positional gene enrichment.** A: Ovalbumin serpin expression along the NAFLD progression. MAT1A_15 and GNMT_ko8 are HCC mice samples where the serpins are overexpressed.B: Positional gene enrichment analysis using PGE program [46] shows that all the genes in ensemble chromosome band 6 p24.3 are overexpressed giving rise to the possibility a common mechanism of gene regulation. **S6 Fig. 91 human HCC data clustering.** Using complete hierarchical clustering using the Pearson correlation as a similarity measure it is possible to distinguish two stable clusters, cluster A and B that show statistical significant differences of survival length using by Kaplan-Meier plots and log-rank statistics analysis. **S7 Fig.** HNF4 alpha expression (log2 mouse KO vs wild type) in 3 and 8 month GNMT and MAT1A; and 15 month MAT1A (tumoral tissue, T). **S8 Fig.** Expression trend (log2 mouse KO vs wild type) of NAFLD progression genes regulated by HNF4a in 3 and 8 month GNMT and MAT1A; and 15 month MAT1A (tumoral tissue, T). **S9 Fig.** HNF4 alpha expression (log2 disease vs control) in human steatosis and NASH. **S10 Fig.** Expression trend (log2 mouse KO vs wild type) of NAFLD progression genes regulated by HNF4a in human steatosis and NASH. **S11 Fig.** Expression trend (log2 mouse KO vs wild type) of biosynthesis of unsaturated fatty acids in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S12 Fig.** Expression (log2 mouse KO vs wild type) of stearoyl-CoA desaturase in human steatosis and NASH in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S13 Fig.** Expression trend (log2 mouse KO vs wild type) of phenylalanine, tyrosine and tryptophan biosynthesis in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S14 Fig.** Expression trend (log2 mouse KO vs wild type) of androgen and estrogen metabolism in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S15 Fig.** Expression trend (log2 mouse KO vs wild type) of arachidonic acid metabolism in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S16 Fig.** Expression (log2 mouse KO vs wild type) of cyclooxygenase in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S17 Fig.** Expression trend (log2 mouse KO vs wild type) of PPAR signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S18 Fig.** Expression trend (log2 mouse KO vs wild type) of drug metabolism cytochrome P450 in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S19 Fig.** Expression trend (log2 mouse KO vs wild type) of metabolism of xenobiotics by cytochrome P450 in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S20 Fig.** Expression trend (log2 mouse KO vs wild type) of toll-like receptor signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S21 Fig.** Expression trend (log2 mouse KO vs wild type) of p53 signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S22 Fig.** Expression trend (log2 mouse KO vs wild type) of MAPK signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S23 Fig.** Expression trend (log2 mouse KO vs wild type) of bile acid biosynthesis in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors. **S1 Table. Summary of the most established biomarkers in NAFLD**. **S2 Table. Dunn and FOM indexes of the Signatures of NAFLD progression.** Dunn and FOM indexes of the Signatures of NAFLD progression resulting from the 14 different supervised clustering based feature selection methods on smoothed data; Ensemble error rate and stability in terms of Hamming distance of the Signatures of NAFLD progression resulting from the 7 different supervised clustering based feature selection methods that minimise the FOM index on smoothed data. **S3 Table. Enriched Transcription Factor binding sites.** Enriched Transcription Factor binding sites by means of Fisher exact test (p<0.05) in the signatures of NAFLD progression resulting from the two supervised clustering based feature selection methods which produced the optimal clustering result and the two ensemble signatures from raw and smoothed data. **S4 Table. Ensemble error rate and the number of the different feature selection methods used to build survival signature.** Ensemble error rate and the number of selected genes resulting from the different feature selection methods used to build the survival signatures common for human and mouse.
(DOCX)

# Supplementary material for: Integrative Genomic Signatures Of Hepatocellular Carcinoma Derived from Nonalcoholic Fatty Liver Disease
**Source:** PLoS One. 2015 May 20;10(5):e0124544. doi: 10.1371/journal.pone.0124544
**Supplement:** S1 File — Flow diagram of the steps performed by the RFE and RFE_MR method. Stage1: As it is a backwards procedure starts from the full matrix of selected genes. The process is iterative where the number of iterations either for first selection (x = number of selection iterations) or posterior refinement selection around the selection solution (y = number of refinement iterations) should be specified. It uses the class vector as input. Stage2: Evaluate the selected gene subset. Stage3a. If the process does not take into account the redundancy of the features (RFE): calculates the sample by sample MI excluding each gene. For each excluded gene defines a coefficient I as the difference of the sum of the sample by sample MI between classes and the sum of the sample by sample MI within groups. Stage 3b1: If the process takes into account the redundancy of the features (RFE_MR): for each gene calculates the average gene pairwise mutual information. Stage3b2: For each gene calculates the Coefficient II value by adding the average gene pairwise MI to the coefficient II. Stage4: Remove the m worst coefficient values and their corresponding genes and expression values. Stage5: Find the minimum error rate along the iterations and get the selected genes. S2 Fig. Flow diagram of the steps performed by the MRMR method. Stage1: As it is a forward search procedure, it starts from an empty set of selected genes. The process is iterative where the number of iterations should be specified and uses the class vector as input. Stage2: Calculate the normalized mutual information of the class vector with the vector containing each gene expression values along the samples. Stage3: a. For each gene calculate the average gene pairwise mutual information. b. For each gene in the subset of selected genes calculate the average gene pairwise mutual information. Stage4: For each gene define a coefficient value by dividing the value of the normalized mutual information with the average gene pairwise mutual

**Supplementary Table S1.** Summary of the most established biomarkers in NAFLD.

| **Biomarker** | **Comment** | **Reference** |
| --- | --- | --- |
| **alanine aminotransferase** | The diagnosis is usually made when liver alanine aminotransferase (ALT) and/or aspartate aminotransferase (AST) and/or γ-glutamyl-transferase (GGT) enzymes are elevated. | [[1](#_ENREF_1)] , [[2](#_ENREF_2)] |
| **aspartate aminotransferase** |  | [[1](#_ENREF_1)] |
| **γ-glutamyl-transferase** |  | [[1](#_ENREF_1)] |
| **alpha-fetoprotein** | The most widely used serum HCC marker is alpha-fetoprotein. | [[3](#_ENREF_3)],[[4](#_ENREF_4)],[[5](#_ENREF_5)],[[6](#_ENREF_6)], [[7](#_ENREF_7)],[[8](#_ENREF_8)], [[9](#_ENREF_9)] |
| **TNFα** | There is an association between obesity and an increase in TNFα production  TNF-α inhibits the actions of adiponectin, its antagonist.  In hepatocytes excessive TNF-α and fatty acids but little adiponectin promotes lipid storage.  Increase in TNF-α within hepatocytes promotes hepatocyte oxidative stress and apoptosis that results in a recruitment of inflammatory cells from the immune system into the liver. | [[10](#_ENREF_10)],[[11](#_ENREF_11)],[[12](#_ENREF_12)],[[13](#_ENREF_13)] |
| **leptin** | Leptin induces factors that regulate the activity of profibrogenic cytokines. The signaling pathways induced by leptin include the JAK/STAT signaling pathway. The fibrogenic properties of leptin are related to the upregulation of procollagen mitogenesis and inhibition of hepatic stellate cell (HSC) apoptosis.  During chronic liver injury HSC activation plays a key role in fibrogenesis as become activated, transdifferentiated into myofibroblasts and produce excessive amount of Extracellular Matrix (ECM) and reactive oxigen species contributing to the oxidative stress and perpetuating the processes of chronic inflammation, lipid peroxidation, hepatocyte apoptosis, and fibrogenesis | [[10](#_ENREF_10)],[[14](#_ENREF_14)], [[15](#_ENREF_15)],[[16](#_ENREF_16)], [[17](#_ENREF_17)],[[18](#_ENREF_18)],[[19](#_ENREF_19)],[[20](#_ENREF_20)] |
| **Adiponectin** | Hepatocyte steatosis is promoted by reduced adiponectin activity which enhances fatty acid uptake, inhibits fatty acid oxidation and reduces lipid export. Adiponectin is also known to repress insulin resistance and prevent inflammation. | [[1](#_ENREF_1)] , [[10](#_ENREF_10)], [[21](#_ENREF_21)],[[22](#_ENREF_22)] |
| **TGF-β** | The extent of fibrosis that occurs during liver injury is dictated by this profibrogenic cytokine | [[10](#_ENREF_10)],[[16](#_ENREF_16)], [[23](#_ENREF_23)],[[24](#_ENREF_24)],[[25](#_ENREF_25)],[[26](#_ENREF_26)], [[27](#_ENREF_27)] |
| **NF-κB** | The retention of fatty acids releases signals that activate NF-κB within hepatocytes. This induces NF-κB-sensitive genes, increasing the generation of TNF-α, and IL-8. | [[10](#_ENREF_10)] |
| **IL-8** | This chemokine is one of the major mediators of the inflammatory response and in NAFLD recruits inflammatory cells from the immune system into the liver and promotes hepatocyte oxidative stress and eventual apoptosis. | [[10](#_ENREF_10)],[[28](#_ENREF_28)] |

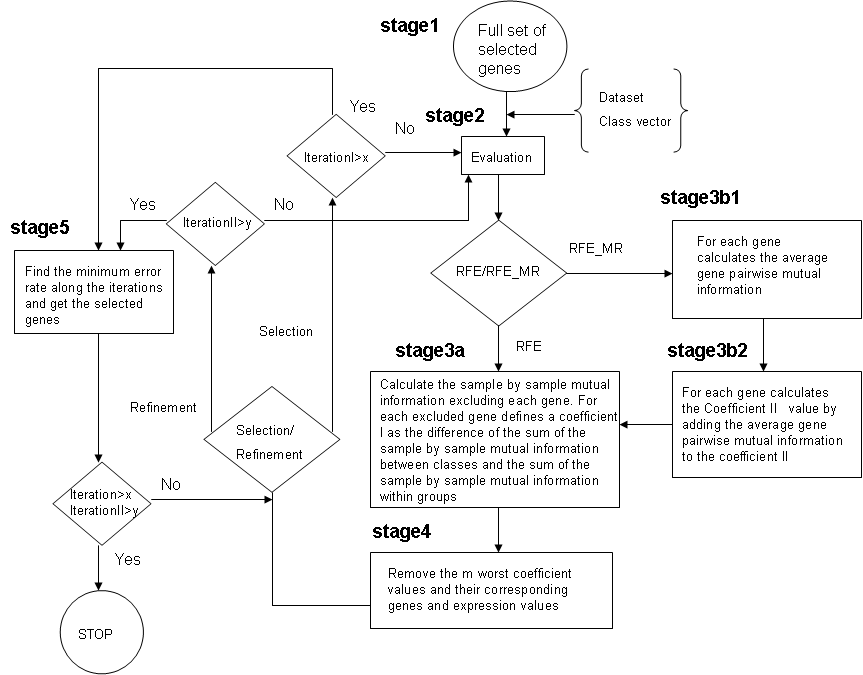

**Supplementary Figure S1.** Flow diagram of the steps performed by the RFE and RFE_MR method.

Stage1: As it is a backwards procedure starts from the full matrix of selected genes. The process is iterative where the number of iterations either for first selection (x=number of selection iterations) or posterior refinement selection around the selection solution (y= number of refinement iterations) should be specified. It uses the class vector as input.

Stage2: Evaluate the selected gene subset

Stage3a. If the process does not take into account the redundancy of the features (RFE): calculates the sample by sample MI excluding each gene. For each excluded gene defines a coefficient I as the difference of the sum of the sample by sample MI between classes and the sum of the sample by sample MI within groups.

Stage 3b1: If the process takes into account the redundancy of the features (RFE_MR): for each gene calculates the average gene pairwise mutual information

Stage3b2: For each gene calculates the Coefficient II value by adding the average gene pairwise MI to the coefficient II.

Stage4: Remove the m worst coefficient values and their corresponding genes and expression values. Stage5: Find the minimum error rate along the iterations and get the selected genes.

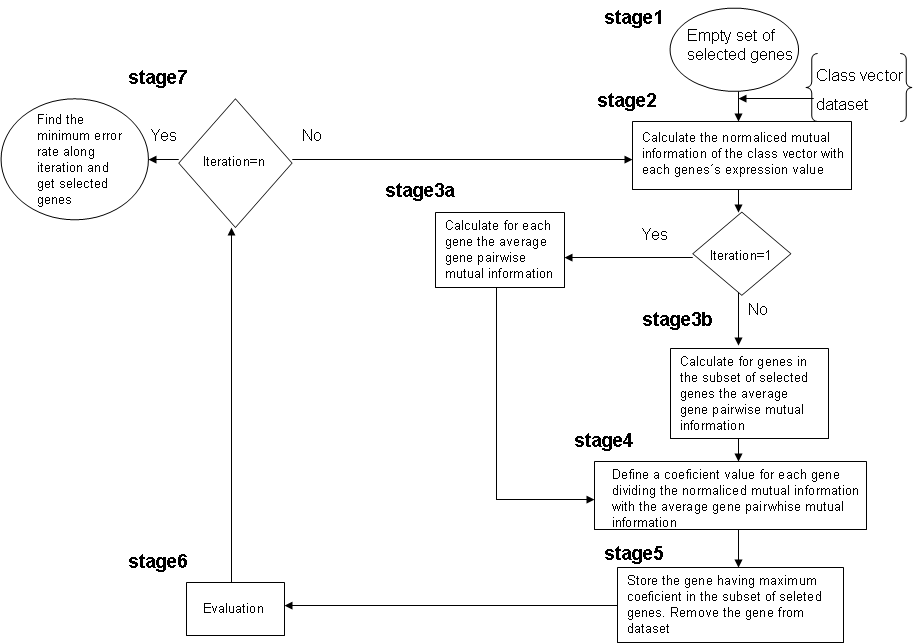

**Supplementary Figure S2.** Flow diagram of the steps performed by the MRMR method.

Stage1: As it is a forward search procedure, it starts from an empty set of selected genes. The process is iterative where the number of iterations should be specified and uses the class vector as input.

Stage2: Calculate the normalized mutual information of the class vector with the vector containing each gene expression values along the samples.

Stage3: a. For each gene calculate the average gene pairwise mutual information. b. For each gene in the subset of selected genes calculate the average gene pairwise mutual information.

Stage4: For each gene define a coefficient value by dividing the value of the normalized mutual information with the average gene pairwise mutual information.

Stage5: Store the gene having the maximum coefficient value and remove from the matrix the corresponding gene.

Stage6: Evaluate.

Stage7: Find the minimum error rate along the iterations and get selected genes.

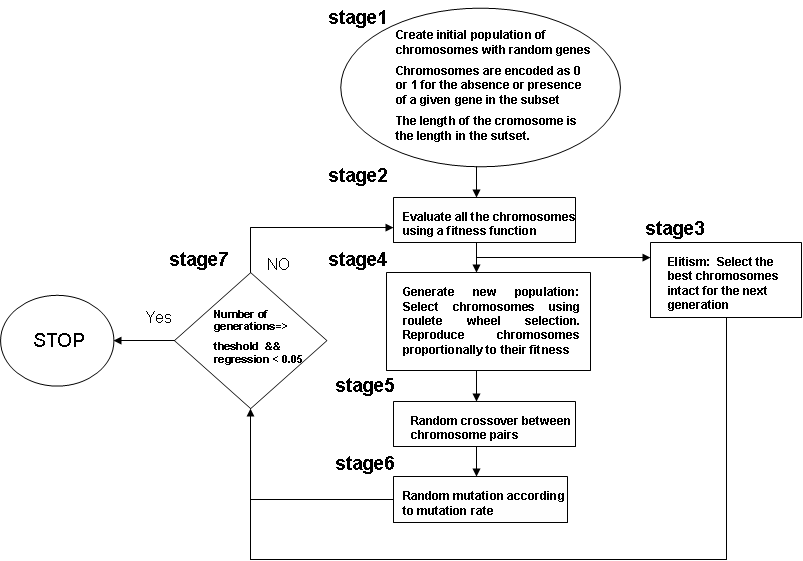

**Supplementary Figure S3.** Flow diagram of the GA procedure.

Stage 1: The procedure initially creates a number of random variable sets (chromosomes). These variable sets form a population of chromosomes. Each random set is created with an initialization that randomly selects 70 genes from the total 504.

Stage 2: Each chromosome in the population is evaluated for its ability to predict the group membership of each sample in the dataset (fitness function).

Stage 3: Elitism: select the fittest individual intact for the next generation.

Stage 4: The population of chromosomes is replicated. The roulette wheel selection ensures that chromosomes with a higher fitness score will generate a more numerous offspring.

Stage 5: The genetic information contained in the replicated parent chromosomes is combined through genetic crossover with a crossover probability (For the parameters see supplementary table 4 and “*Parameters in the Genetic Algorithm*” supplementary section). The chromosomes are ranked according to their fitness value. Above the crossover probability the best chromosomes are maintained intact for the next generation. Below the crossover probability two randomly selected parent chromosomes are used to create two new chromosomes. This crossover mechanism allows a better exploration of possible solutions recombining good chromosomes.

Stage 6: Mutations are then introduced in the new chromosomes generated by crossover randomly with a mutation probability. These mutations produce that new genes are used in chromosomes.

Stage 7: The process is repeated from stage 2 until the number of generations exceeds certain threshold (100) and the regression between the population of chromosome’s minimum error rate and the generation is less than 0.05. The cycle of replication (stage 3), genetic crossover (stage 4) and mutations (stage 5) is called generation.

A)

B)

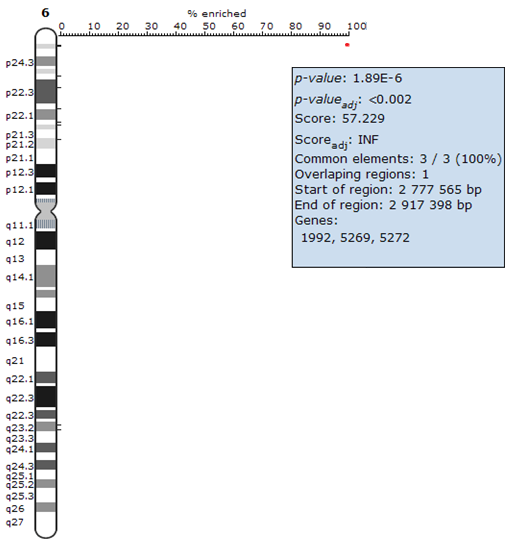

**Supplementary Figure S4.** A: Ovalbumin serpin expression along the NAFLD progression. MAT1A_15 and GNMT_ko8 are HCC mice samples where the serpins are overexpressed. B: Positional gene enrichment analysis using PGE program [[29](#_ENREF_29)] shows that all the genes in ensemble chromosome band 6 p24.3 are overexpressed giving rise to the possibility a common mechanism of gene regulation.

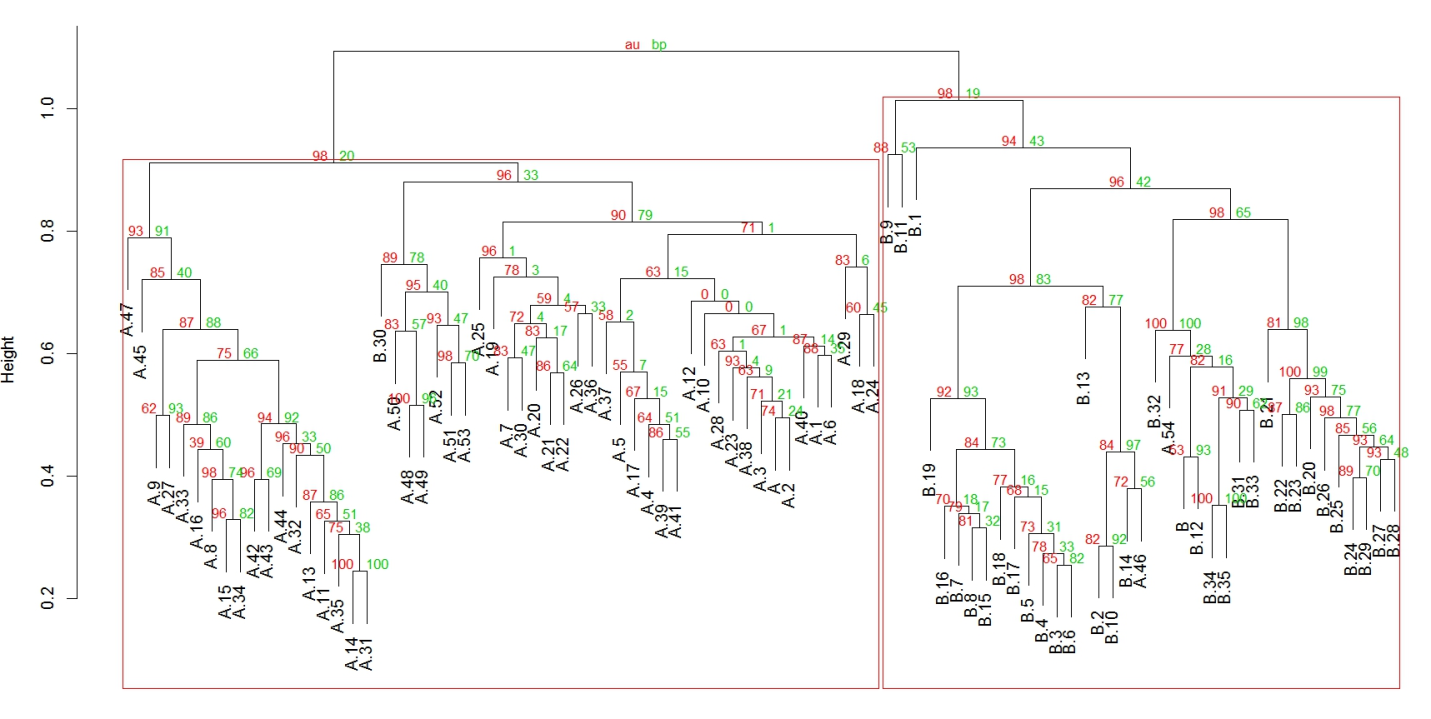

**Supplementary Figure S5.** 91 human HCC data clustering. Using complete hierarchical clustering using the Pearson correlation as a similarity measure it is possible to distinguish two stable clusters, cluster A and B that show statistical significant differences of survival length using by Kaplan-Meier plots and log-rank statistics analysis.

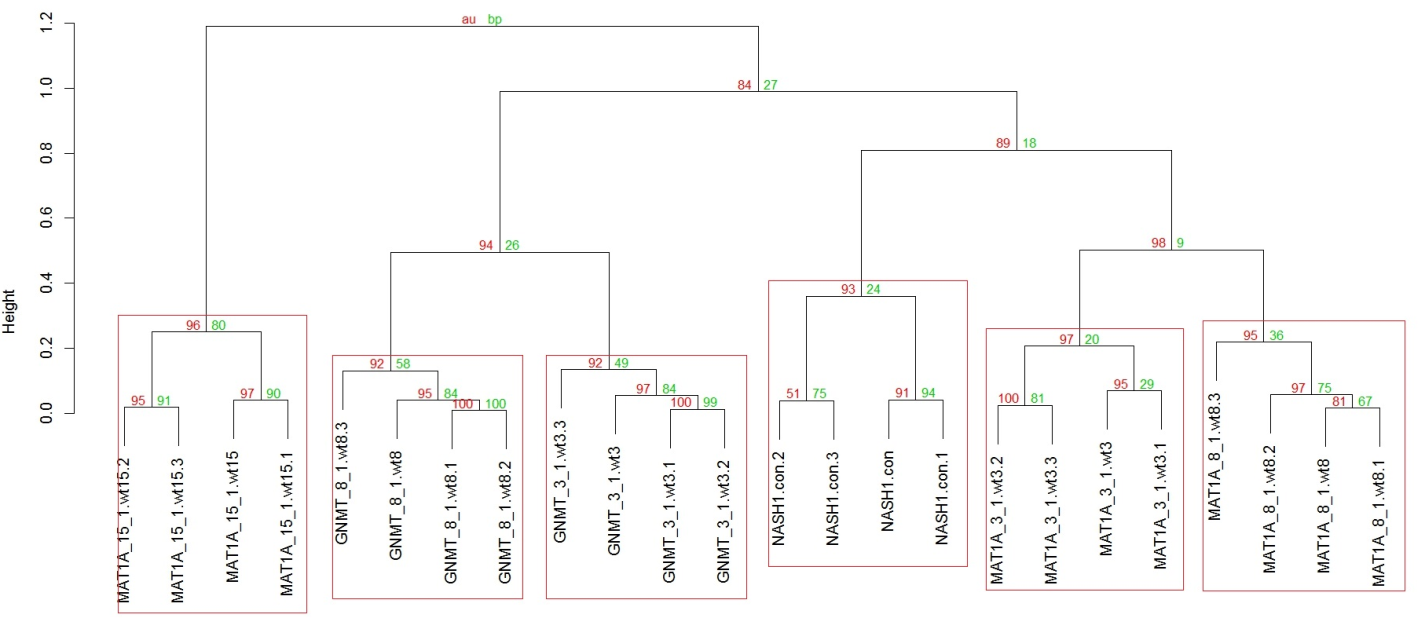

**Supplementary Figure S6.** Tree structure where each of the stages of the disease has been clustered in a single cluster using the GS1_clust_FOM algorithm to select the variables used as imput in pvclust used to perform hierarchical clustering.

**Supplementary Figure S7:** HNF4 alpha expression (log2 mouse KO vs wild type) in 3 and 8 month GNMT and MAT1A; and 15 month MAT1A (tumoral tissue, T).

**Supplementary Figure S8:** Expression trend (log2 mouse KO vs wild type) of NAFLD progression genes regulated by HNF4a in 3 and 8 month GNMT and MAT1A; and 15 month MAT1A (tumoral tissue, T).

**Supplementary Figure S9:** HNF4 alpha expression (log2 disease vs control) in human steatosis and NASH.

**Supplementary Figure S10:** Expression trend (log2 mouse KO vs wild type) of NAFLD progression genes regulated by HNF4a in human steatosis and NASH.

Supplementary Table S2. Enriched Transcription Factor binding sites by means of Fisher exact test (p<0.05) in the signatures of NAFLD progression resulting from the two supervised clustering based feature selection methods which produced the optimal clustering result and the two ensemble signatures from raw and smoothed data.

| RFE_clust_Dun | GS1_clust_Fom | ensemble | Smoothed-ensemble |
| --- | --- | --- | --- |
| NR2F1 | RELA | Nkx2-5 | HNF4A |
| HNF4A |  | FOXF2 |  |
|  |  | HLF |  |
|  |  | Fos |  |
|  |  | HNF4A |  |
|  |  | Nobox |  |
|  |  | Cebpa |  |
|  |  | Pdx1 |  |
|  |  | Gfi |  |

**Supplementary Table S3.** Ensemble error rate and the number of selected genes resulting from the different feature selection methods used to build the survival signatures common for human and mouse.

| **METHOD** | **GENES** | **Hamming distance** | **Ensemble correctly classified instances** |
| --- | --- | --- | --- |
| **GS1** | 9 | 8.149 | 88 |
| **GS2** | 9 | 7.792 | 88 |
| **F-TEST** | 12 | 4.853 | 90 |
| **RFE_SVM** | 24 | 1.416 | 93 |
| **MRMR** | 10 | 5.103 | 90 |

**Supplementary Table S4.** Dunn and FOM indexes of the Signatures of NAFLD progression resulting from the 14 different supervised clustering based feature selection methods on smoothed data; Ensemble error rate and stability in terms of Hamming distance of the Signatures of NAFLD progression resulting from the 7 different supervised clustering based feature selection methods that minimise the FOM index on smoothed data.

| Signatures of NAFLD  progression Smoothed | **Method** | **Dunn** | **FOM** | **Ensemble_error FOM** | **NAHD** |
| --- | --- | --- | --- | --- | --- |
|  | **GS1_Clust** | 0.515 | 0.0007 | 0 | 7.510 |
|  | **GS2_Clust** | 0.747 | 0.0010 | 0 | 4.425 |
|  | **F-TEST_Clust** | 0.664 | 0.0019 | 0.042 | 2.574 |
|  | **RFE_Clust** | 0.662 | 0.0007 | 0.083 | 7.217 |
|  | **RFE_MR_Clust** | 0.681 | 0.0015 | 0.083 | 2.131 |
|  | **GA_Clust** | 0.668 | 0.0007 | 0 | 6.951 |
|  | **MRMR_Clust** | 0,709 | 0.0007 | 0.291 | 3.697 |

**Supplementary Table S5***:* The minimum error rates of the different combination of parameters used to perform the parameter tuning

| **Population size** | **Crossover probability** | **Mutation probability** | **Number of minimum generations** | **Minimum error rate** | **Number of genes** |
| --- | --- | --- | --- | --- | --- |
| 100 | 0.7 | 0.001 | 300 | 0.065 | 242 |
| 100 | 0.7 | 0.01 | 300 | 0.06 | 243 |
| 100 | 0.7 1^st^ 160 generations-0.9 from 160-300 generations | 0.01 1^st^ 160 generations-0.1 from 160-300 generations | 300 | 0.064 | 241 |
| 100 nonrandom initial population | 0.7 1^st^ 160 generations-0.9 from 160-300 generations | 0.01 1^st^ 160 generations-0.1 from 160-300 generations | 300 | 0.056 | 153 |

**Supporting Methods: *Parameters in the Genetic Algorithm***

Several aspects from the GAs have been determined when they are used to this specific feature selection problem: the initial population of chromosomes has been generated either with random genes or randomly selecting 70 genes for each chromosome what we called nonrandom initial population. Each individual in the population represents a candidate solution to the feature selection problem. The codification of the chromosome it is represented by a binary vector of dimension m (where m is the total number of attributes)[[30](#_ENREF_30), [31](#_ENREF_31)]. If a bit is a 1, it means that the corresponding attribute is selected while a value of 0 indicates that the corresponding attribute is not selected. Hence, the length of the chromosome will be the number of features of the sample set. The population size is set initially to 100 [[32](#_ENREF_32)].

The most widely used standard genetic operators (one-point crossover and single point mutation) are implemented. Their probabilities are initially fixed to 0.7 and 0.00 1 respectively, as it is suggested in [[33](#_ENREF_33)]. In order to avoid the GA getting stuck in a local minimum we used an strategy consisting in incrementing the mutation rate and the crossover probability once reached the generations where it gets stuck in the local optimum. The fitness of an individual is determined by using the classification error produced by any of the proposed evaluation procedures as a measure of goodness for a particular feature subset.

This generational process is repeated until a termination condition has been reached. The termination condition is reached when a fixed number of generations take place (300) or the regression coefficient of classification performance over the generations is less than 0.05. Next, it comes the selection strategy, that is, how to select parents for recombination. We used the roulette wheel selection method, which ensures that the better chromosome will have better chance to be selected.

Suppose the fitness (error rate) of N individuals in a population are: f_1_, f_2_, f_3_,..., f_N_.

In roulette wheel selection, the probability of an individual being selected is

P_i_=f_i_/ (f_1_+f_2_+...+ f_N_)

As we are dealing with error rates, we want to inverse the probabilities to ensure that the better chromosome will have better chance to be selected:

Pinverse=1- P_i_

 Where n is the number of chromosomes.

Then a parent is selected by going through the following steps:

a. Generate a random value r

between 0 and total.

b. Set sum=0;

c. for i=1 to N do

begin

sum=sum+ P_i_;

if (sum>=r)

return i;

end

For parameter tuning we have ran the GA with different combination of the parameters in Supplementary Table S4.

**Supplementary Figure S11:** Expression trend (log2 mouse KO vs wild type) of biosynthesis of unsaturated fatty acids in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S12:** Expression (log2 mouse KO vs wild type) of stearoyl-CoA desaturase in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S13:** Expression trend (log2 mouse KO vs wild type) of phenylalanine, tyrosine and tryptophan biosynthesis in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S14:** Expression trend (log2 mouse KO vs wild type) of androgen and estrogen metabolism in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S15:** Expression trend (log2 mouse KO vs wild type) of arachidonic acid metabolism in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S16:** Expression (log2 mouse KO vs wild type) of cyclooxygenase in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S17:** Expression trend (log2 mouse KO vs wild type) of PPAR signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S18:** Expression trend (log2 mouse KO vs wild type) of drug metabolism cytochrome P450 in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S19:** Expression trend (log2 mouse KO vs wild type) of metabolism of xenobiotics by cytochrome P450 in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S20:** Expression trend (log2 mouse KO vs wild type) of toll-like receptor signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S21:** Expression trend (log2 mouse KO vs wild type) of p53 signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S22:** Expression trend (log2 mouse KO vs wild type) of MAPK signaling pathway in human steatosis and NASH; in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

**Supplementary Figure S23:** Expression trend (log2 mouse KO vs wild type) of bile acid biosynthesis in 3, 8 month GNMT; and MAT1A KO mice and 15 month MAT1A tumors.

REFERENCES:

1. Jiang J, Torok N. Nonalcoholic Steatohepatitis and the metabolic syndrome. Metabolic syndrome and related disorders. 2008;6(1).

2. Chen CH, Huang MH, Yang JC, Nien CK, Yang CC, Yeh YH, et al. Prevalence and risk factors of nonalcoholic fatty liver disease in an adult population of Taiwan: metabolic significance of nonalcoholic fatty liver disease in nonobese adults. Clinical Journal of Gastroenterology. 2006 40.

3. Beale G, Chattopadhyay D, Gray J, Stewart S, Hudson M, Day C, et al. AFP, PIVKAII, GP3, SCCA-1 and follisatin as surveillance biomarkers for hepatocellular cancer in non-alcoholic and alcoholic fatty liver disease. BMC Cancer 2008 8:200.

4. Trevisani F, D'Intino PE, Morselli-Labate AM, Mazzella G, Accogli E, Caraceni P, et al. Serum alpha-fetoprotein for diagnosis of hepatocellular carcinoma in patients with chronic liver disease: influence of HBsAg and anti-HCV status. Journal of Hepatology. 2001;34.

5. Kew MC. Alpha-fetoprotein. . In: Read AE, editor. Modern trends in gastroenterology: Butterworths, London; 1975.

6. Ishii M, Gama H, Chida N, Ueno Y, Shinzawa H, Takagi T, et al. Simultaneous measurements of serum alpha-fetoprotein and protein induced by vitamin K absence for detecting hepatocellular carcinoma. The American Journal of Gastroenterology. 2000;95.

7. Liaw YF, Tai DI, Chu CM, Lin DY, Sheen IS, Chen TJ, et al. Early detection of hepatocellular carcinoma in patients with chronic type B hepatitis. A prospective study. . Gastroenterology. 1986 90.

8. Sherman M, Peltekian KM, Lee C. Screening for hepatocellular carcinoma in chronic carriers of hepatitis B virus: incidence and prevalence of hepatocellular carcinoma in a North American urban population. . Hepatology 1995 22.

9. Zhang B, Yang B. Combined alpha fetoprotein testing and ultrasonography as a screening test for primary liver cancer. Journal of Medical Screening. 1999;6.

10. Ionel Copaci, Laurentiu Micu, Voiculescu M. The Role of Cytokines in Non-Alcoholic Steatohepatitis. A Systematic Review. J Gastrointestin Liver Dis. 2006 15(4):363-73.

11. Kern PA, Saghizadeh M, Ong JM, Bosch RJ, Deem R, Simsolo RB. The expression of tumor necrosis factor in human adipose tissue. Regulation by obesity, weight loss, and relationship to lipoprotein lipase. . The Journal of Clinical Investigation. 1995;95.

12. Crespo J, Cayon A, Fernandez-Gil P. Gene expression of tumor necrosis factor alpha and TNF-receptors p55 and p75, in non-alcoholic steatohepatitis patients. Hepatology 2001;34.

13. Valenti L, Fracanzani AL, Dongiovanni P. Tumor necrosis factor alpha promoter polymorphisms and insulin resistance in nonalcoholic fatty liver disease. Gastroenterology 2002.

14. Niswender KD, Schwartz MW. Insulin and leptin revisited: adiposity signals with overlapping physiological and intracellular signaling capabilities. . Frontiers in Neuroendocrinology. 2003;24.

15. Minokoshi Y, Kim YB, Peroni OD. Leptin stimulates fatty-acid oxidation by activating AMP-activated protein kinase. Nature 2002;415.

16. Leclercq IA, Farrell GC, Schriemer R, Robertson GR. Leptin is essential for the hepatic fibrogenic response to chronic liver injury. Journal of Hepatology. 2002;37.

17. Wolf G, Hamann A, Han DC, Thaiss F, Ziyadeh FN, Stahk RA. Leptin stimulates proliferation and TGF-beta expression in renal glomerular endothelial cells: potential role in glomerulosclerosis. Kidney International. 1999;56

18. Frank S, Stallmeyer B, Kampfer H, Kolb N, Pfeilschifter J. Leptin enhances wound re-epithelialization and constitutes a direct function of leptin in skin repair. The Journal of Clinical Investigation. 2000;106

19. Ring BD, Scully S, Davis CR, Baker MB, Cullen MJ, Pelleymounter MA. Systemically and topically administered leptin both accelerate wound healing in diabetic ob/ob mice. Endocrinology. 2000;141

20. Ikejima K, Honda H, Yoshikawa M, Hirose M, Kitamura T, Takei Y. Leptin augments inflammatory and profibrogenic responses in the murine liver induced by hepatotoxic chemicals. Hepatology. 2001;34

21. Kaser S, Moschen A, Cayon A, Kaser A. Adiponectin and its receptors in nonalcoholic steatohepatitis. Gut 2005;54.

22. Musso G, Gambino R, Biroli G, Carello M. Hypoadiponectinemia predicts the severity of hepatic fibrosis and pancreatic β-cell dysfunction in nondiabetic nonobese patients with nonalcoholic steatohepatitis. American Journal of Gastroenterology. 2005;100.

23. Friedman SL. Cytokines and fibrogenesis. Seminars in Liver Disease. 1999;19

24. Hellebrand C, Stefanovic B, Giordano F, Burchardt ER, Brenner DA. Role of TGFβ1 in initiating hepatic stellate cell activation in vivo. Journal of Hepatology. 1999;30.

25. George J, Roulot D, Koteliansky VE, Bissel DM. In vivo inhibition of rat stellate cell activation by soluble transforming growth factor β type II receptor: a potential new therapy for hepatic fibrosis. Proceedings of the National Academy of Sciences of the United States of America. 1999;96

26. Qi Z, Atsuchi N, Ooshima A, Takeshita A, Ueno H. Blockade of type β transforming growth factor signaling prevents liver fibrosis and dysfunction in the rat. Proceedings of the National Academy of Sciences of the United States of America. 1999;96

27. Sanderson N, Factor V, Nagy P, Kopp J, Kondaiah P, Wakefield L. Hepatic expression of mature transforming growth factor beta 1 in transgenic mice results in multiple tissue lesions. Proceedings of the National Academy of Sciences of the United States of America. 1995;92.

28. Bruun JM, Lihn AS, Verdich C, Pedersen SB, Toubro S, Astrup A, et al. Regulation of adiponectin by adipose tissue-derived cytokines: in vivo and in vitro investigations in humans. . American Journal of Physiology - Endocrinology and Metabolism 2003;285.

29. De Preter K, Barriot R, Speleman F, Vandesompele J, Moreau Y. Positional gene enrichment analysis of gene sets for high-resolution identification of overrepresented chromosomal regions. Nucleic Acids Res. 2008;36(7):43.

30. Lanzi PL. Fast feature selection with genetic algorithms: a filter approach. IEEE International Conference on Evolutionary Computation; Indianapolis, IN, USA1997. p. 537-40.

31. Yang J, Honavar, V. Feature subset selection using a genetic algorithm. IEEE Intelligent Systems. 1998;13:44 - 9.

32. Martin-Bautista MJ, Vila, M.A. A survey of genetic feature selection in mining issues. Congress on Evolutionary Computation, CEC 99 1999. p. 1321.

33. Mitchell M. An Introduction to Genetic Algorithms. Cambridge, MA: MIT Press.; 1996.

How the deposited data were processed for this re-analysis (not part of the article)

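RNA of mouse liver was measured on Affymetrix arrays in 15 samples, 5 of wild type liver, 5 of peritumoral liver of MAT1A KO mice and 5 of tumors of MAT1A KO mice, all at 15 months of age. The authors scanned the arrays with GCOS 1.4 and made the deposited log2 values by RMA, which corrects for background, quantile-normalizes the arrays and summarizes each probe set on the log2 scale. The Methods of the paper name 2 types of Affymetrix mouse arrays and its Table 1 gives Mouse430_2.na21 for these samples, while the version of the RMA software and the genome build are not stated. The deposited ratio columns are log2 ratios made by the authors, and each equals the KO array minus the mean of the 5 wild type arrays, with a largest difference of 4.83e-08, although their names give 1 wild type array as the denominator. These ratios served only as an alternative. Values in the passages are on the log2 scale of RMA.

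The arrays hold 22690 probe sets, of which 64 are controls. The probe annotation of the platform pairs 20393 probe sets with 1 gene symbol and 691 with several, and gives none for 1606. Probe sets with several symbols or none were left out, except in 1 test of globin probe sets, as were controls, and the remaining 20380 were averaged for 12393 genes, 7437 of them with 1 probe set. Gene symbols are those of that annotation.

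Each comparison was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, on the arrays of its 2 groups alone, with no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 12393 genes, with a threshold of 0.05. The standard error of a gene is that of its log2 ratio in this fit. For 49 lists with at least 3 measured members, fry of the same package gave a directional p, adjusted over the 49 lists, and camera gave a p with the correlation between genes preset to 0.01 or estimated from the data. Camera compares a list with the other genes and fry does not, so they test different questions. The standard error of a list is that of the difference between the mean scores of the 2 groups of arrays. Its score in an array is the mean of the members' log2 ratios to the wild type mean, and scores were compared with a two-sided exact permutation test over all splits of 5 arrays against 5, adjusted over the lists where stated.

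The genes named in the text follow a rule fixed in advance. They are Mat1a, the genes that the paper names for mouse tumors, those of its survival signature and those of the transcription factors in its S2 Table, the 10 largest rises and the 10 largest falls among genes that passed with all 5 tumors beyond all 5 wild type arrays (5 and 5 in the other comparisons), and in each list the 2 largest rises and the 2 largest falls that passed or, where none passed, the 2 genes with the smallest p. Genes with only a clone or RIKEN identifier were counted but not named. Genes named with values apart from this rule are marked in the text as chosen after their values were seen. Scd4 and Ptgs1 have no probe set among those used.

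The labels number the tumors and the peritumoral samples alike but do not say that equal numbers come from 1 animal. The deviations of equally numbered tumor and peritumoral arrays from their group means had correlations across genes of 0.353, 0.673, 0.271, 0.308 and 0.117, all above the threshold of 0.1, and 4 of the 5 tumors correlated best with their own number. These 2 groups were therefore taken as paired, on the data and not on a statement of the authors, and the fit with the number as a block is given beside that comparison. The correlations across genes with the wild type arrays of the same number were between -0.223 and 0.207, so the comparisons with wild type liver are unpaired.

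Each fit was also tested on simulated data with the means and spreads of the real arrays and 200 changed genes. For tumors against wild type liver, 12393 genes were simulated, and limma recovered 13 of 67 genes changed by 0.5 on the log2 scale, 48 of 67 changed by 1 and 62 of 66 changed by 2. Of 200 simulated lists with a shift of 0.5, fry called 200, and of 200 without a shift, 8. The genes were simulated independently of each other and without arrays that stand apart, and all members of a shifted list moved alike. Genes of a real list can vary together and some real arrays stand apart, so these shares need not hold for the real lists.

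The alternatives were the probe set with the highest mean in place of the average, probe sets that may cross-hybridize left out, all 3 groups in 1 fit, the replicate number as a block, arrays centered on their medians or quantile-normalized again, the 40% of genes with the lowest means left out, a trend or array weights in limma, 1 test per probe set, the authors' ratios, and each array left out in turn. A further alternative, chosen after seeing the data, leaves out 3 arrays that stand apart, which are wild type replicate 4, peritumoral replicate 2 and tumor replicate 2, and another, chosen likewise, leaves out tumor replicate 5 as well. The GNMT KO samples, the samples at 3 and 8 months and the human samples of the paper are not among the deposited values, and the signatures, clusters and survival results were not recomputed.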

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

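The tests of the first 2 patterns below, and for the third those of non-tumor liver and of zonation, were chosen only after the result was seen, while the test of array scaling was set before. The genes named in these patterns were chosen after their values were seen.

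In all 5 tumors Eif2s3y, a Y-linked translation factor, was lower than in the other 10 arrays, at 5.18 ± 1.20 against 7.90 ± 0.24 in wild type liver (log2, SD, n = 5). If all 5 tumors came from female mice they would lie at 1 low level, but they span a range of 3.02, and the peritumoral arrays taken as their pairs lie at 7.46 to 8.30, and a lower signal of the tumor arrays would lower the X-linked copy Eif2s3x too, whose difference was 0.0417, so the data argue against both. Loss of the Y chromosome in tumor cells stays open. Of Uty and Kdm5d, 1 was lower in all 5 tumors than in all 10 other arrays, Uty, which goes with such a loss, and the probe set of Kdm5d with the highest signal goes with it too, at 4.63 in wild type, 4.62 in peritumoral and 3.61 in tumor arrays. The other 2 probe sets of Kdm5d and those of Uty lie near the background, so a change of Eif2s3y alone is not excluded.

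Wild type replicate 4 held high levels of granulocyte genes, with S100a9 at 12.40, Ngp at 11.60 where the other wild type arrays lay between 4.80 and 5.15, Camp at 10.23, Ltf at 9.83, Mpo at 8.94 and Elane at 8.97, and its score of male-biased liver genes was -2.77, where the others lay between 0.63 and 0.75. Its Mat1a lies 1.28 above the highest KO array, which argues against a mislabelled KO array. Degraded RNA would move the 3' minus 5' difference of the Gapdh control, but at -0.23 this lies within the range of the other 14 arrays. Blood in the sample stays open, since the mean of the probe sets shared by adult globin genes lies 0.154 above the highest other wild type array, which is neither the rise of more than 1 that the test asked of blood nor a level at or below that array, while the erythroid gene Alas2 goes the other way, at 7.60 where the other wild type arrays lay between 9.50 and 9.91, as does the erythroid score, the lowest of the wild type arrays at -0.37. No biological explanation was tested, since the labels give this mouse no condition of its own.

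In tumors 1 and 4, genes of pericentral hepatocytes were high, with 15 and 14 of 18 markers above every wild type array, among them Glul (13.30 and 13.07, wild type 10.58 to 10.88) and Nkd1 (8.49 and 7.05, wild type 4.23 to 4.74), while in tumors 2 and 5 14 and 14 were below. Non-tumor liver in the samples would bring Eif2s3y near the peritumoral mean, but the higher of the 2 tumors lies at -3.03 from it. Array scaling is argued against as well, since with quantile normalization the lower of the 2 scores stays 1.31 above the highest wild type array. A shift of the hepatocyte zonation program may account for the high genes of tumors 1 and 4, as a hypothesis. The periportal score of the higher of these 2 tumors lies at -0.71 from the lowest of the other 3 tumors. For the low pericentral genes of tumors 2 and 5 a shift was not tested. Their periportal scores were 0.236 and 0.00136, where the wild type arrays lay between -0.118 and 0.0981, so that of tumor 5 was not raised.

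Single arrays far from the others of their group, by Dixon's test with a critical value of 0.71 for 5 arrays, appeared in 48 of 315 groups of values tested, where chance gives about 1 in 20, or 16. Wild type replicate 4 had 20 of them. Its list scores were -0.14 for arachidonic acid metabolism, -0.22 for retinol metabolism, 0.48 for clade B serpins, -0.35 for bile acid biosynthesis, -0.52 for bile acid transport, -0.19 for alpha-linolenic acid metabolism, 0.38 for the cell cycle, 0.73 for oncofetal markers, -0.45 for pericentral markers, 0.46 for B cell markers, 3.00 for neutrophil markers and -0.29 for exocrine pancreas markers. Its mean correlation with the other wild type arrays was 0.963. Its genes far from the group were Scd2 (6.67), Hlf (6.29), Bex1 (4.26), Ly6d (9.07), Ier3 (7.01), Prom1 (6.39) and Elovl2 (10.05).

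Peritumoral replicate 2 had 13 such values. Its scores were -0.79 for retinol metabolism, -0.41 for the renin-angiotensin system, 0.57 for the Jun N-terminal and p38 kinases and -0.53 for methionine metabolism, and its correlation with its group was 0.938. Its genes were Mat1a (11.44, where the other peritumoral arrays lay between 8.84 and 9.29), Serpinb9 (6.60), Cebpa (8.71), Pigr (11.24), Slco1b2 (6.85), Slc5a6 (6.55), Bex1 (7.60) and Ehd3 (8.31).

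The other values far from their group were a score of -0.61 for liver transcription factors, Rela at 7.69 and Slc5a6 at 7.37 in tumor 5, a score of 0.0234 for the survival signature in tumor 4, and a score of 1.72 for stellate cell markers and Ptgs2 at 3.17 in tumor 3. Among wild type arrays these were a lipogenesis score of 0.70, Eif2s3y at 8.32 and Adi1 at 8.02 in replicate 5 and Scd3 at 3.84 in replicate 2. Peritumoral arrays had Foxf2 at 3.24 and Eif2s3y at 8.30 in replicate 1, Kera at 3.36 and Psat1 at 4.62 in replicate 4 and Bcl7c at 5.73 in replicate 5.

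Tumors and peritumoral liver of the MAT1A KO mice differed in Prom1 (log2 difference 2.80) and Psat1 (2.96), and in the lists of arachidonic acid metabolism without P450s (0.28), the cell cycle (0.77), oncofetal markers (0.96) and X-inactivation and Y-linked genes (-0.68), by the direct test of tumor against peritumoral arrays. With the pair as a block, as these groups are taken here, neither gene (adjusted p = 0.0760 for Prom1 and 0.0544 for Psat1) and none of the 4 lists (0.118, 0.161, 0.0939 and 0.107 in the order given) passed, and by camera with an estimated correlation, without the block, only oncofetal markers did (0.0307). In peritumoral liver, which the paper does not report on, Parp16 (2.75), Asns (2.13), Elapor1 (1.54), Nqo1 (1.42) and Bcl7c (-2.18) differed from wild type liver, given as log2 ratios.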

How the results depend on the processing

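The alternatives that leave out 3 arrays, and these with tumor 5, were chosen only after the data were seen, and the others were planned.

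Of the 49 lists in tumors against wild type liver, all stayed on their side of the threshold with the highest probe set and with a trend in limma, and 48 with all 3 groups in 1 fit, array weights and quantile normalization. The number of changed genes in tumors, 70 (42 higher, 28 lower), was 287 with all 3 groups in 1 fit (66 shared with the 70), 120 with quantile normalization (67 shared; 56 higher, 64 lower), 44 with a trend (43 shared), 231 with the authors' ratios against 0 (70 shared), 128 with 1 test per probe set (67 shared), 569 without the 3 arrays (70 shared), 1431 without these and tumor 5 (70 shared), 55 with the highest probe set, 49 with array weights, and within 1.5 times of 70 without cross-hybridizing probe sets, with centered arrays and without the lowest 40%. It ranged from 10 without wild type replicate 2 to 319 without wild type replicate 4. In peritumoral liver the count of 5 (4 higher, 1 lower) was 11 with the highest probe set, 12 with all 3 groups (3 shared with the 5), 348 with the ratios, 16 per probe set and 958 without the 3 arrays, 5 with quantile normalization (4 shared; 3 higher, 2 lower), and 4 to 267 with 1 array left out. Tumor against peritumoral liver had 2, and 4 with the highest probe set, 41 with all 3 groups, 1 without the lowest 40%, 6 per probe set, 40 without the 3 arrays and 132 without tumor 5 too, and 0 to 36 with 1 array left out. Genes regulated by a factor of 2 in 1 or more tumors were 3197, and 63 in all 5 tumors, and the count stayed between 2222 and 3370 with 1 array left out and was 1285 without the 3 arrays and tumor 5.

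With the replicate number as a block, 10 genes passed in tumors against wild type liver (9 shared), 0 in peritumoral against wild type liver (1840 at an unadjusted p under 0.05 in limma), and 1 in tumors against peritumoral liver (0 shared), and the block ended the calls of methionine metabolism (0.0766), p53 signaling (0.0766), HNF4A targets (0.136), liver transcription factors (0.0766) and the cell cycle (0.0968). No tumor or peritumoral array correlated best with the wild type array of its number, so with wild type liver the arrays share only a number. Of the paired comparison's results, the block changed no call other than those given with it under the other observations.

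For lists in tumors against wild type liver, given as adjusted p, camera with the preset correlation also called 7, lipid droplets (0.00554), glutathione metabolism (0.000200), MAPK signaling (0.0273), male-biased genes (0.00281), female-biased genes (0.00310), cholangiocyte and progenitor markers (0.0192) and genes of the acute phase and stress (0.00354). Of the lists that fry called, camera with an estimated correlation did not call methionine metabolism, HNF4A targets, liver transcription factors, the cell cycle and complement (0.176 each) or p53 signaling and X-inactivation and Y-linked genes (0.0779 each), and it called oncofetal markers. Lipid droplets and glutathione metabolism passed without cross-hybridizing probe sets (0.0397 each) and with centered arrays (0.0475 each), and lipid droplets with all 3 groups in 1 fit (0.0264). Arachidonic acid metabolism without P450s passed with quantile normalization (0.0204) and without the lowest 40% of genes (0.00352), where 5 lists had too few members left, and without those genes female-biased genes passed (0.0302) while p53 signaling and liver transcription factors did not pass (0.0597 each). With array weights p53 signaling had 0.0594. The authors' ratios against 0, which leave out the spread of wild type liver, also called 7, lipid droplets, female-biased genes and the acute phase and stress (0.0293 each), androgen and estrogen metabolism (0.0112), the renin-angiotensin system (0.0386), male-biased genes (0.00599) and neutrophil markers (0.0352). Without the 3 arrays stearoyl-CoA desaturases (0.0210), lipid droplets (0.0225), androgen and estrogen metabolism (0.0190), glutathione metabolism (0.000723), Toll-like receptors (0.0254), alpha-linolenic acid metabolism (0.0190), tyrosine metabolism (0.0225), male-biased genes (0.00186), female-biased genes (0.000969), erythroid markers (0.0197), interferon-stimulated genes (0.0421) and the acute phase and stress (0.0190) passed too, and the Jun N-terminal and p38 kinases passed with the direction of their mean reversed to -0.06 (0.0203). Without tumor 5 as well, the lists that came to pass were stearoyl-CoA desaturases (0.00488), lipid droplets (0.00438), androgen and estrogen metabolism (0.0110), glutathione metabolism (0.00151), bile acid biosynthesis (0.0180), bile acid transport (0.0110), alpha-linolenic acid metabolism (0.0421), the urea cycle (0.00202), male-biased genes (0.000917), female-biased genes (0.00525), erythroid markers (0.0110), the acute phase and stress (0.0408) and, reversed to -0.01, the Jun N-terminal and p38 kinases (0.0303), while Toll-like receptors did not. Where the construction does not show it, the cause was not tested.

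With 1 array left out, the adjusted p of these lists ranged from 0.000154 to 0.0504 for methionine metabolism, 0.0325 to 0.242 for stearoyl-CoA desaturases, 0.0123 to 0.167 for lipid droplets, 0.00808 to 0.407 for androgen and estrogen metabolism, 0.000781 to 0.167 for glutathione metabolism, 0.0182 to 0.672 for Toll-like receptors, 0.0123 to 0.103 for p53 signaling, 0.0371 to 0.363 for bile acid transport and 0.00358 to 0.109 for the cell cycle. The other lists tied to claims stayed on their side in these fits. The arrays whose absence changes a call are named with each result.

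Of 120 genes named for tumors against wild type liver, 30 passed, and of their calls 21 ended and 0 were gained with the block, 6 ended and 1 was gained with array weights, 5 ended and 1 was gained with the highest probe set, 4 ended and 0 were gained with a trend, 2 ended and 1 was gained without cross-hybridizing probe sets, 0 ended and 12 were gained with all 3 groups, 5 with quantile normalization, 2 with centered arrays, 2 without the lowest 40%, 14 with the authors' ratios, 19 without the 3 arrays and 32 without tumor 5 too, and 0 reversed in any alternative. Array weights ended Ly6d (0.0632), Ier3 (0.0568), Prom1 (0.0577), Adi1 (0.0814), Fabp4 (0.0568) and Gstm5 (0.0556), the highest probe set Ier3 (0.0520), Adi1 (0.211), Masp2 (0.0630), Tirap (0.0625) and Slc2a1 (0.0520), a trend Elovl2 (0.0544), Baat (0.0601), Gpx4 (0.0544) and Slc2a1 (0.0541), and the absence of cross-hybridizing probe sets Adi1 (0.0681) and Baat (0.0544). In simulated data of independent genes with this number of arrays limma recovered 48 of 67 genes changed by 1 on the log2 scale, and no other number was simulated. The lowest values of the arrays lie between 2.61 and 2.78 and genes near that level, such as Ptgs2, Uty and Kdm5d, can show little change.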

Differences from the paper's values

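The paper gives no number for these mice that was also computed here, so only the directions it states can be compared. Several of its statements cover younger KO mice too, which are not among the deposited values. Its pathways were drawn from preselected regulated orthologous genes, while the lists here hold all measured members. A difference in direction can therefore lie in the ages or the genes compared, which was not tested. For the 3 serpins, the Toll-like receptors and MAPK signaling the sign is that of the paper. They differ only in that they did not pass in limma or fry with all arrays, and the paper names no such test for them. Hnf4a has the paper's sign too, while the paper calls its fall strong. Of the settings named, only those without 3 arrays, or these and tumor 5, were chosen after seeing the values.

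The paper states a strong downregulation of HNF4 in the tumors of both KO models. In the MAT1A KO tumors Hnf4a had a log2 ratio of -0.25 to wild type liver (standard error 0.20, adjusted p = 0.545), and no setting called it. The lists of HNF4A targets and of liver transcription factors fell (adjusted p = 0.0150 each from fry), but fry did not call them with the replicate number as a block (0.136 and 0.0766). Camera with an estimated correlation, which compares them with the other genes, did not call them either (0.176 each).

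The paper states that P450 cytochromes were upregulated in both KO models. Its figure for them covers younger mice as well. Of 48 P450s in the MAT1A KO tumors, 16 had a log2 ratio above 0 and 32 below, and 0 passed. The list's mean there was -0.32, with no setting that called it higher. It states that androgen and estrogen metabolism was upregulated in MAT1A KO mice, again with younger mice in its figure. In the tumors alone the list had a mean log2 ratio of -0.36, and each setting that called it called it lower. Of the planned settings these were the authors' ratios against 0 (0.0112) and the fit without wild type replicate 4 (0.00808). Of those chosen after seeing the values, they were the fits without 3 arrays (0.0190) and without these and tumor 5 (0.0110). The statements on the younger mice were not tested.

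Arachidonic acid metabolism is upregulated in the tumors by the paper. Its list had a mean log2 ratio of 0.08 and did not pass in any setting, while Cbr1 and Cbr3 rose. Without P450s the mean was 0.34 (adjusted p = 0.230), and quantile normalization (0.0204) and the fit without the lowest 40% of genes (0.00352), both set before the data were examined, called it higher.

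Xenobiotic metabolism by P450s is upregulated by the paper in the tumors of both models. The list had a mean log2 ratio of -0.00 (adjusted p = 0.871), with 5 genes higher and 3 lower when adjusted over the list alone, and 3 tumors above and 2 below every wild type array. PPAR signaling decreases in mice along the disease by the paper. In the tumors the list had a mean log2 ratio of -0.00 and a median of -0.12 (adjusted p = 0.586). Fabp4 rose there and 0 genes fell. No setting called either list.

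The paper reports an upregulation of Toll-like receptors along the disease. In the tumors the receptors had a mean log2 ratio of 0.08 (adjusted p = 0.447), and they passed as higher without wild type replicate 4 (0.0182) and, as chosen after seeing the values, without 3 arrays (0.0254), which ends 0 of the list calls made with all arrays, but not without tumor 5 too. MAPK signaling, with the Jun N-terminal and p38 kinases, is upregulated by the paper. The list had a mean log2 ratio of 0.20 (adjusted p = 0.362), above 0 in 5 of 5 tumors and above every wild type array in 2. Camera with the preset correlation, set before the data were examined, called it higher (0.0273). The list of Jun N-terminal and p38 kinases had a mean of 0.04 (adjusted p = 0.806), and the fits without 3 arrays (0.0203) and without these and tumor 5 (0.0303) called it lower.

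The paper states that the serpins SERPINB1, SERPINB6 and SERPINB9 were upregulated in all tumors. Serpinb1a, Serpinb6a and Serpinb9 had log2 ratios of 0.94, 1.52 and 0.83 with adjusted p of 0.253, 0.214 and 0.400. Serpinb6a passed without wild type replicate 4 (0.0122), with the authors' ratios against 0 (0.0358) and, as chosen after seeing the values, without 3 arrays (0.0151) and without these and tumor 5 (0.00693). For glutathione metabolism the paper proposes an impairment and states no direction of expression. Here Gpx4 and Gstm5 rose, 0 of 48 genes fell, and the mean log2 ratio was 0.43 (adjusted p = 0.0691 from fry).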

Other observations

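The tests of other splits of the arrays were set before their result was seen, and genes marked here as named after their values were chosen after.

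Genes of the acute phase and of stress held 3 of 26 that rose in the MAT1A KO tumors, the glucose transporter Slc2a1 (log2 ratio 1.41, standard error 0.26), the quinone reductase Nqo1 and, named after its values were seen, sulfiredoxin Srxn1 (1.28, standard error 0.23), with 0 that fell and 23 that did not pass (4 higher and 1 lower when adjusted over the list alone). Their mean log2 ratio was 0.41 (standard error 0.24, adjusted p = 0.101 from fry), and the list passed without wild type replicate 4 (0.0228). The call of Slc2a1 was lost without wild type replicate 1, 2, 3 or 5 or tumor 1, 3 or 5 (adjusted p up to 0.148). Of 10 male-biased liver genes 0 passed in limma, 0 higher and 7 lower at an unadjusted p under 0.05, and 6 were lower when adjusted over the list alone, such as Hsd3b5, Slco1a1 and, named after its values were seen, Susd4 (log2 ratio -1.68). The mean log2 ratio was -2.03 (standard error 0.85, adjusted p = 0.156 from fry), and -2.73 without wild type replicate 4 (adjusted p = 0.000610), where Susd4 (0.0122), Slco1a1 (0.000123) and Hsd3b5 (9.44e-08) passed too. Of 15 female-biased genes Prom1 rose, 0 fell and 14 did not pass (2 higher and 0 lower when adjusted over the list alone, the other one Hao2, named after its values were seen). Their mean was 1.01 (standard error 0.29, adjusted p = 0.129), and the list passed without wild type replicate 4 (0.00192) and without tumor 3 (0.0256). The list of X-inactivation and Y-linked genes, with 5 measured, fell with a mean of -0.82 (standard error 0.12, adjusted p = 0.000889 from fry, and 0.0779 from camera with an estimated correlation), and lay below every wild type array in 5 of 5 tumors. In it Eif2s3y fell (log2 ratio -2.73), 0 rose and 4 did not pass (0 higher and 3 lower when adjusted over the list alone). The probe sets of the X-inactivation gene Xist lay near the background, with tumor minus wild type differences of -0.07, -0.13 and -0.24.

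Markers of other cell types did not pass as lists in the tumors, with mean log2 ratios of 0.64 for cholangiocytes and progenitors (adjusted p = 0.410), -0.09 for macrophages (0.888), -0.08 for T cells (0.327), 0.11 for B cells and plasma cells (0.406), -0.51 for neutrophils (0.515), 0.28 for stellate cells and fibroblasts (0.762), -0.11 for endothelial cells (0.410), -0.08 for adipocytes (0.399), -0.28 for erythroid cells (0.103) and -0.02 for exocrine pancreas (0.629). The endothelial sialomucin Emcn rose by 1.67 (standard error 0.29), with a call lost without wild type replicate 1, 2, 3 or 5 or tumor 1, 4 or 5 (adjusted p up to 0.137). The erythroid list passed without wild type replicate 4 (0.0339). The sign of the mean turned for macrophages (0.452) and neutrophils (0.867) without wild type replicate 4, for stellate cells without tumor 3 (0.626), for adipocytes without wild type replicate 5 or tumor 2 or 5 (up to 0.931) and for exocrine pancreas without wild type replicate 1 or 3 or tumor 3 (up to 0.994). The urea cycle (mean -0.43, adjusted p = 0.306), periportal markers (-0.42, 0.488), interferon-stimulated genes (0.24, 0.590) and tyrosine metabolism (-0.13, 0.382) did not pass, and tyrosine metabolism did without wild type replicate 4 (0.0462). In the last list Fahd1 had a log2 ratio of -1.73 (adjusted p = 0.102, and 0.0401 without tumor 2) and Mif one of 0.63 (0.145, and 0.0378 without tumor 5).

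In peritumoral liver of the MAT1A KO mice 5 genes differed from wild type liver in limma. Asparagine synthetase Asns rose from 7.50 ± 0.50 to 9.63 ± 0.32 (log2, SD, n = 5; standard error of the log2 ratio 0.24, adjusted p = 0.0116), Parp16, a regulator of the stress of the endoplasmic reticulum, from 7.27 ± 0.68 to 10.03 ± 0.65 (adjusted p = 0.0451), Elapor1 from 4.73 ± 0.21 to 6.27 ± 0.27 (0.00376) and Nqo1 from 5.35 ± 0.23 to 6.77 ± 0.25 (0.00549), and Bcl7c fell from 8.44 ± 0.38 to 6.26 ± 0.31 (0.00376). Mat1a did not pass in this comparison. In peritumoral liver it was at 8.84, 11.44, 9.02, 8.99 and 9.29 in replicates 1 to 5, and at 12.25 or more in wild type liver. No list passed in fry (smallest adjusted p 0.343), and without wild type replicate 4 there were 5 that did, bile acid transport (0.00358), the survival signature (0.00720), male-biased genes (0.00358), erythroid markers (0.0114) and exocrine pancreas markers (0.00720). The call of Parp16 was lost without wild type replicate 1, 2 or 5 or peritumoral replicate 1, 4 or 5 (adjusted p up to 0.186) and that of Asns without peritumoral replicate 4 (0.0526). With all 3 groups in 1 fit Asns (0.0706) and Elapor1 (0.267) did not pass, with quantile normalization Parp16 did not (0.0606), and with the replicate number as a block none of the 5 did (0.156 each).

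Against peritumoral liver, Psat1 (log2 difference 2.96, standard error 0.32) and Prom1 (2.80, standard error 0.28) were higher in the tumors, both with adjusted p = 0.0176, and with the pair as a block their adjusted p were 0.0544 and 0.0760. Oncofetal markers rose with a mean of 0.96 (adjusted p = 0.0107, and 0.0939 with the block), cell cycle genes with 0.77 (0.0499, and 0.161 with the block) and genes of arachidonic acid metabolism without P450s with 0.28 (0.0499, and 0.118 with the block), while X-inactivation and Y-linked genes fell with -0.68 (0.0107, and 0.107 with the block). From camera with an estimated correlation oncofetal markers had adjusted p = 0.0307, the cell cycle 0.189, arachidonic acid metabolism without P450s 0.366 and X-inactivation and Y-linked genes 0.181. With the block 1 gene passed, the stress response gene Nupr1, and 1646 had an unadjusted p under 0.05, where 1150 had it without. Leaving out peritumoral replicate 3 or 5 or tumor 1 or 4 ended the calls of Psat1 and Prom1, and peritumoral replicate 1 that of Psat1 (adjusted p up to 0.103). The cell cycle lost its call without each array but peritumoral replicate 2 and tumor 2 (up to 0.106), and arachidonic acid metabolism without P450s without peritumoral replicate 1, 3, 4 or 5 or tumor 2, 4 or 5 (up to 0.145).

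Of 21 measured genes of the paper's survival signature, which the study chose on data that include mouse tumors and which is therefore not independent evidence, 0 passed in the tumors against wild type liver in limma, 1 higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. The mean log2 ratio was -0.06 (standard error 0.02, adjusted p = 0.410 from fry). Fgf20 had a log2 ratio of -0.11 (standard error 0.16, adjusted p = 0.750), Tgfb1i1 one of -0.20 (standard error 0.15, adjusted p = 0.509), Ube2g2 one of 0.38 (0.230) and Pigr one of -1.19 (0.241). Of the transcription factors that the paper lists, Fos had a log2 ratio of 1.10 (standard error 0.42, adjusted p = 0.223), Hlf -0.76 (0.196), Rela -0.38 (0.358), Pdx1 -0.24 (not passing), Nkx2-5 -0.12 (0.691), Gfi1 -0.14 (0.464) and Gfi1b -0.25 (0.327).

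Other splits of the same arrays were fitted, 100 drawn of 126 for each comparison. For tumors against wild type liver 1 of the 100, the real split, gave as many as 70 changed genes, and the highest other gave 45, so no other split drawn reached the real count. The split with 45 was the real one with tumor 2 and wild type replicate 4 exchanged. For peritumoral against wild type liver 3 of the 100, the real one among them, gave 5 or more. The highest other gave 368, with peritumoral replicates 1, 2, 4 and 5 and wild type replicate 4 on 1 side. This is the real split with peritumoral replicate 3 and wild type replicate 4 exchanged, so it keeps most of the group difference. It cannot tell a structure of the samples apart from the groups from that difference. The median of the other splits was 0, so even a count of 5 is rare among them. Since a split near the real one gave more genes than the real one, this test cannot exclude chance. For tumors against peritumoral liver 2 of the 100 gave 2 or more, and the highest other gave 42, with tumors 1, 2, 4 and 5 and peritumoral replicate 2 on 1 side. This too is the real split with 1 array of each group exchanged, tumor 3 and peritumoral replicate 2. Of the 11 other drawn splits of these pairs that part every pair, the highest gave 1 gene against the real 2, and they are too few for a share under 0.05.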
